# GTL1 and DF1 regulate root hair growth through transcriptional repression of *ROOT HAIR DEFECTIVE 6-LIKE 4* in *Arabidopsis*

**DOI:** 10.1242/dev.159707

**Published:** 2018-02-01

**Authors:** Michitaro Shibata, Christian Breuer, Ayako Kawamura, Natalie M. Clark, Bart Rymen, Luke Braidwood, Kengo Morohashi, Wolfgang Busch, Philip N. Benfey, Rosangela Sozzani, Keiko Sugimoto

**Keywords:** Root hair, Cell growth, Trihelix transcription factor, Gene regulatory network

## Abstract

How plants determine the final size of growing cells is an important, yet unresolved, issue. Root hairs provide an excellent model system with which to study this as their final cell size is remarkably constant under constant environmental conditions. Previous studies have demonstrated that a basic helix-loop helix transcription factor ROOT HAIR DEFECTIVE 6-LIKE 4 (RSL4) promotes root hair growth, but how hair growth is terminated is not known. In this study, we demonstrate that a trihelix transcription factor GT-2-LIKE1 (GTL1) and its homolog DF1 repress root hair growth in *Arabidopsis*. Our transcriptional data, combined with genome-wide chromatin-binding data, show that GTL1 and DF1 directly bind the *RSL4* promoter and regulate its expression to repress root hair growth. Our data further show that GTL1 and RSL4 regulate each other, as well as a set of common downstream genes, many of which have previously been implicated in root hair growth. This study therefore uncovers a core regulatory module that fine-tunes the extent of root hair growth by the orchestrated actions of opposing transcription factors.

## Abstract (precis)

**Summary:** *Arabidopsis gtl1 df1* double mutants and tissue-specific overexpression of *GTL1* and *DF1* demonstrate that both GTL1 and DF1 negatively regulate root hair growth by directly repressing *RSL4*.

## INTRODUCTION

Plant cells often undergo extensive post-mitotic cell expansion and can reach up to several hundred-fold their original size (Sugimoto-Shirasu and Roberts, 2003). Controlling the final size of post-mitotically growing cells is of fundamental importance, as failure in this control can result in severe defects in plant organ growth and development (Braidwood et al., 2014; Breuer et al., 2010). Growing to an optimal size is also physiologically relevant for some specialized cell types such as root hairs, which must increase their surface area to permit better uptake of nutrients and water from the surrounding environment (Grierson et al., 2014). Root hairs grow in a polarized fashion through a localized deposition of cell wall materials at the root hair apex. This is enabled by highly directional membrane trafficking towards the growing tip of cells and subsequent exocytosis of vesicles that contain cell wall polysaccharides and cell wall proteins that need to be incorporated into newly developing cell walls (Grierson et al., 2014). As for many other cell types in plants, root hair growth is often accompanied by an increase in nuclear DNA content, or ploidy, through successive rounds of endoreduplication (Breuer et al., 2007; Sugimoto-Shirasu et al., 2005, 2002). It is also known, however, that root hair growth is ploidy independent to some degree as root hairs can elongate without changing their ploidy levels (Yi et al., 2010).

Root hairs in *Arabidopsis thaliana* (*Arabidopsis*) have served as an excellent model system for studying cell size control in plants, and molecular genetic studies over the past few decades have uncovered key regulatory mechanisms that control root hair growth. Given that root hairs are formed in a specific pattern of cell files in *Arabidopsis* roots, initiation of root hair outgrowth is regulated by a genetic program that determines cell fate (Grierson et al., 2014; Salazar-Henao et al., 2016). Key regulators that translate these developmental cues into hair initiation are the basic helix-loop-helix (bHLH) transcription factor ROOT HAIR DEFECTIVE 6 (RHD6) and its close homolog RHD6-LIKE 1 (RSL1) (Masucci and Schiefelbein, 1994; Menand et al., 2007). RHD6, together with RSL1, induces the expression of another RHD6 homolog ROOT HAIR DEFECTIVE 6-LIKE 4 (RSL4), leading to the accumulation of RSL4 proteins prior to the initiation of hair outgrowth (Datta et al., 2015; Yi et al., 2010). Remarkably, constitutive overexpression of RSL4 by the Cauliflower Mosaic Virus 35S promoter is able to maintain root hair elongation until the hair cells die (Yi et al., 2010), indicating that RSL4 is sufficient to promote root hair growth. Several recent studies have identified 132 genes that are regulated by RSL4 and have shown that RSL4 promotes the expression of these target genes by binding the root hair specific *cis*-element (RHE) in their promoter sequences (Hwang et al., 2017; Kim et al., 2006; Vijayakumar et al., 2016; Won et al., 2009; Yi et al., 2010). As expected, RSL4 target genes include those involved in cell wall biosynthesis and remodeling, vesicle trafficking, cellular signaling and metabolism, thus highlighting how the RSL4-mediated transcriptional program orchestrates various subcellular processes required for root hair growth.

Root hair growth is also fine-tuned by various hormonal and environmental cues, and several studies have shown that some of this regulation involves transcriptional upregulation of *RSL4* and subsequent activation of its downstream pathway (Franciosini et al., 2017; Marzol et al., 2017; Yi et al., 2010). Among various plant hormones, auxin is well known to enhance root hair growth (Knox et al., 2003; Lee and Cho, 2013; Pitts et al., 1998). A recent study demonstrated that several AUXIN RESPONSE FACTORs (ARFs), which are central transcriptional regulators of auxin signaling, bind the *RSL4* promoter and directly activate its expression (Mangano et al., 2017), providing the first molecular link between auxin signaling and transcriptional control of root hair development (Zhang et al., 2016). Exogenous application of ethylene also promotes root hair growth (Pitts et al., 1998) and this physiological response is accompanied by increased *RSL4* expression. Limited phosphate availability is another trigger for extended root hair growth, and this regulation also involves upregulation of *RSL4* expression (Datta et al., 2015; Yi et al., 2010).

Accumulating genetic evidence suggests that plants are also equipped with a regulatory system to actively repress root hair growth. For example, double mutants in the bHLH transcription factors *Lotus japonicas* ROOTHAIRLESS LIKE 4 (LRL4) and LRL5 produce longer root hairs compared with wild-type plants (Breuninger et al., 2016), demonstrating that root hair growth is negatively regulated by LRL4- and LRL5-dependent mechanisms. It has also been reported that ROOT HAIR SPECIFIC 1 (RHS1) and RHS10, which encode a calcium-binding protein and a receptor-like kinase, respectively, repress root hair growth, as mutating either gene results in extended hair growth (Hwang et al., 2016; Won et al., 2009). These observations thus suggest that there are multiple levels of regulation by which root hair growth can be blocked, although the exact molecular details of this control remain unknown.

We have previously reported a transcriptional mechanism that terminates cell growth in *Arabidopsis* leaf trichomes, another cell type that undergoes extensive post-mitotic cell expansion (Breuer et al., 2009). Loss-of-function mutants in the trihelix transcription factor GT-2-LIKE 1 (GTL1) develop larger trichomes than wild type, and this phenotype is associated with an increase in nuclear DNA content (Breuer et al., 2009). We showed that GTL1 terminates cell growth in a ploidy-dependent manner by repressing the expression of *CELL CYCLE SWITCH PROTEIN 52 A1* (*CCS52A1*), a key driver of plant endoreduplication (Breuer et al., 2012). Whether GTL1 acts as a general repressor of cell growth remains an unresolved issue as *gtl1* single mutants do not display obvious growth defects beyond trichomes (Breuer et al., 2009). We reasoned that there may be other transcription factors acting redundantly with GTL1. In support of this notion, another trihelix protein, called DF1, has twin trihelix binding domains that show 70% amino acid sequence identity with GTL1 (Breuer et al., 2009). In this study, we have characterized *gtl1 df1* double mutants and tissue-specific overexpression lines of *GTL1* and *DF1* to demonstrate that both GTL1 and DF1 negatively regulate root hair growth. Our data from transcriptional and chromatin immunoprecipitation (ChIP) studies suggest that GTL1 and DF1 directly repress *RSL4* as well as a set of genes previously implicated in root hair growth. We further used gene regulatory network (GRN) inference and mathematical modeling to show that GTL1 and RSL4 likely form a negative-feedback loop to cooperatively control root hair growth.

## RESULTS

### GTL1 and DF1 repress root hair growth through a ploidy-independent mechanism

To explore the functional redundancy between GTL1 and DF1, we isolated an *Arabidopsis* T-DNA insertion mutant for DF1 that resulted in a null allele (Fig. S1A). As shown in Fig. 1A, root hair growth of 7-day-old *gtl1-1* and *df1-1* single mutants is indistinguishable from wild type. In contrast, we found that root hairs in *gtl1-1 df1-1* double mutants are significantly longer compared with wild type, and their final hair length is, on average, more than 200 μm longer than wild type (Fig. 1A,B). Long root hairs in *gtl1-1 df1-1* could be caused by either faster growth and/or an extended period of their growth. Our time-lapse analysis showed that the rate of root hair growth is comparable between wild type and *gtl1-1 df1-1* but *gtl1-1 df1-1* root hairs continue to grow after wild-type root hairs halt their growth (Fig. 1C). To confirm that this growth phenotype is caused by the lack of GTL1 and DF1, we transformed *gtl1-1 df1-1* plants with *pGTL1:GTL1-GFP* or *pDF1:DF1-GFP* constructs. Introduction of either of these constructs fully rescues the hair growth phenotype, indicating that both GTL1 and DF1 contribute to the termination of root hair growth (Fig. S1B,C).

**Fig. 1.**
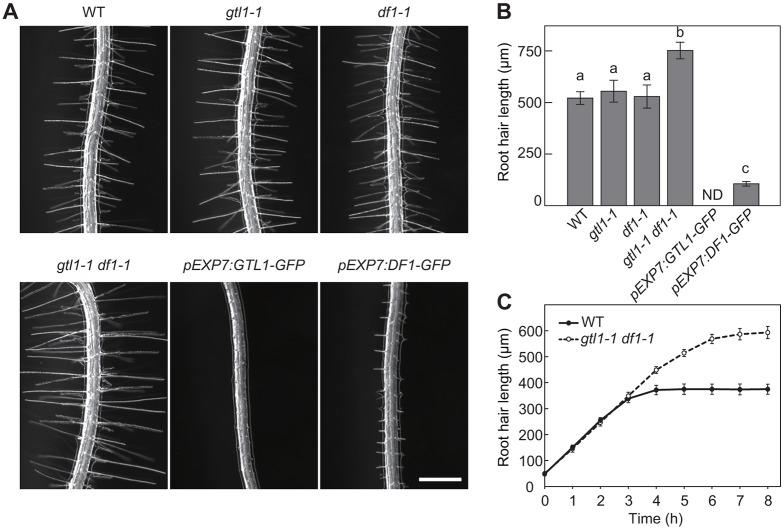
**GTL1 and DF1 repress root hair growth in *Arabidopsis*.** (A) Root hair phenotypes of wild-type, *gtl1-1*, *df1-1*, *gtl1-1 df1-1*, *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* seedlings. Scale bar: 500 μm. (B) Quantitative analysis of root hair length. Data are mean± s.e.m. (*n*=120). Different letters indicate means that differ significantly (Tukey-Kramer test, *P*<0.05). ND indicates not detectable. (C) Time-lapse analysis of root hair growth. The rate of root hair growth is comparable between wild type and *gtl1-1 df1-1*.

Confocal microscopy revealed that both GTL1-GFP and DF1-GFP proteins are broadly expressed along the longitudinal axis of roots, and we detected clear GFP expression in expanding root hairs (Fig. S2). To test whether overexpression of GTL1 and DF1 is sufficient to inhibit root hair growth, we ectopically expressed *GTL1-GFP* and *DF1-GFP* under the root-hair specific *EXPANSIN7* (*EXP7*) promoter (Cho and Cosgrove, 2002). The resulting *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* plants showed an increase in the expression of *GTL1-GFP* and *DF1-GFP* by 15-fold and 30-fold, respectively (Fig. S1D). Importantly, these plants had significantly short, often undetectable, root hairs (Fig. 1A,B), demonstrating that ectopically expressed GTL1 and DF1 can repress root hair growth.

Next, we tested whether the root hair phenotypes in *gtl1-1 df1-1* mutants are accompanied by changes in ploidy levels by examining 4′6-diamidino-2-phenylindole (DAPI)-stained nuclei in fully grown root hairs. We observed that the size of DAPI-stained nuclei is comparable between wild-type and *gtl1-1 df1-1* root hairs, and quantitative analysis of DAPI-stained nuclei confirmed that the nuclear DNA content is not different between wild-type and *gtl1-1 df1-1* root hairs (Fig. S3). Consistently, unlike in trichomes, the *ccs52a1* mutation does not rescue the hair growth phenotype of *gtl1-1 df1-1* (Fig. S3C,D), indicating that CCS52A1 does not act downstream of GTL1 and DF1 in root hair development. These observations suggest that GTL1 and DF1 control root hair growth ploidy independently.

### GTL1 and DF1 directly repress *RSL4* expression in roots

It has been previously shown that RSL4 promotes root hair growth in a ploidy-independent manner and without affecting the elongation rate (Yi et al., 2010). As the extended root hair growth in the *gtl1 df1* loss-of-function line resembles that of the *35S:RSL4* line, we asked whether the level of *RSL4* expression is increased in *gtl1-1 df1-1* mutants. As shown in Fig. 2A, our RT-qPCR analysis revealed that *RSL4* expression is significantly upregulated in *gtl1-1 df1-1* double mutants, suggesting that GTL1 and DF1 are required to repress *RSL4* expression. We also found that *RSL4* expression is downregulated in *pEXP7:GTL1-GFP* roots (Fig. 2A), indicating that ectopic overexpression of GTL1 is sufficient to block *RSL4* expression. Intriguingly, overexpression of DF1 does not cause significant downregulation of *RSL4* in *pEXP7:DF1-GFP* roots (Fig. 2A), implying that GTL1 has a stronger impact on *RSL4* expression. In addition, our RT-qPCR analysis revealed that, among the RHD6/RSL homologs, RHD6 expression is elevated in the *gtl1-1 df1-1* double mutants but its expression is not significantly changed in *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* roots (Fig. 2A). Conversely, we did not detect significant changes in *RSL1*, *RSL2* and *RSL3* expression in the *gtl1-1 df1-1* double mutant, but we did observe that *RSL2* and *RSL3* are downregulated in *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* roots (Fig. 2A). These results suggest that the primary target of GTL1 and DF1 in root hair development is *RSL4*, because among the RHD6/RSL homologs, *RSL4* shows a significant transcriptional response in both GTL1/DF1 gain-of-function and loss-of-function lines.

**Fig. 2.**
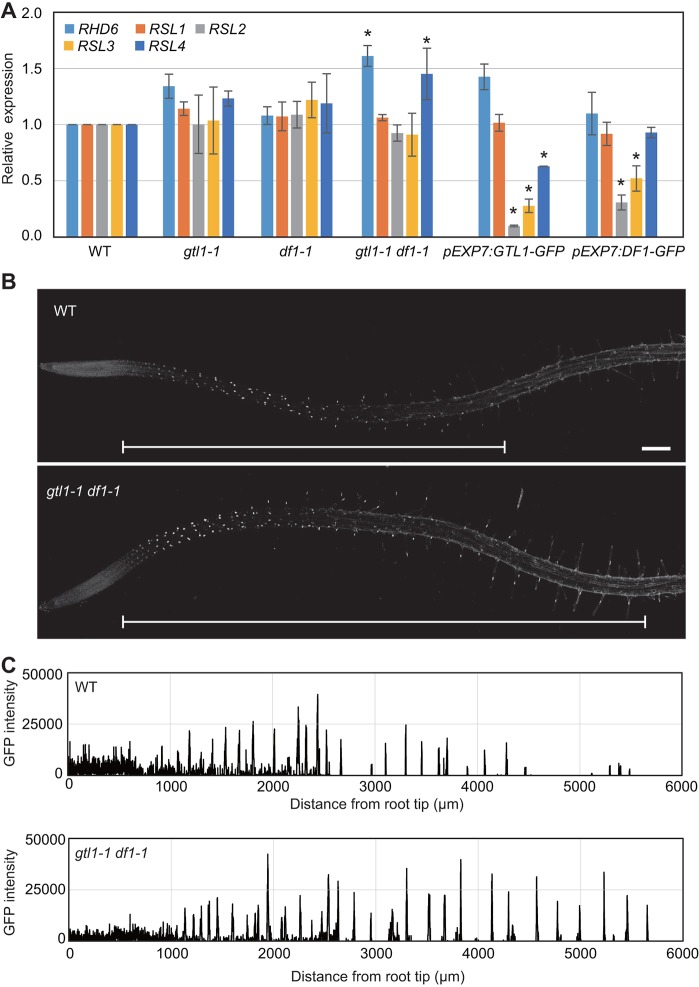
**GTL1 and DF1 repress *RSL4* expression in roots.** (A) RT-qPCR analysis of *RHD6* and *RSL1-4* in wild-type, *gtl1-1*, *df1-1*, *gtl1-1 df1-1*, *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* roots. Expression levels are normalized against those of *UBQ10*. Data are mean±s.d. (*n*=3, biological replicates). Asterisks indicate a significant difference compared with wild type (Student's *t*-test, *P*<0.05). (B) Confocal images of RSL4-GFP in wild type and *gtl1-1 df1-1* carrying *pRSL4:RSL4-GFP*. Images are produced by maximum intensity projection from 21 *z*-stack images. White brackets indicate zones of RSL4-GFP expression. Scale bar: 250 μm. (C) The GFP signal intensity plots from B. The intensity of nuclear RSL4-GFP signals is quantified in single trichoblast cell files and plotted against distance from root tips. *gtl1-1 df1-1* roots have more GFP-positive cells compared with wild-type roots.

To investigate whether transcriptional activation of *RSL4* leads to the increased levels of RSL4 proteins in root hairs, we introduced the *pRSL4:GFP-RSL4* construct (Yi et al., 2010) into *gtl1-1 df1-1* double mutants and examined the GFP-RSL4 accumulation by confocal microscopy. As previously reported, GFP-RSL4 proteins accumulate in trichoblast cells prior to root hair initiation and their accumulation sharply declines when hair cells complete their outgrowth in the wild-type background (Yi et al., 2010 and Fig. 2B). In sharp contrast, we found that GFP-RSL4 detection persists much longer in maturing root hairs in the *gtl1-1 df1-1* background. Accordingly, our quantitative analysis showed that the number of RSL4-GFP-expressing cells in trichoblast cell files is significantly increased in *gtl1-1 df1-1* roots (Fig. 2B,C). In order to test whether RSL4 upregulation is responsible for the extended hair growth in *gtl1-1 df1-1*, we introduced the *rsl4-1* mutation into the *gtl1-1 df1-1* mutant background. As shown in Fig. 3A,B, introduction of *rsl4-1* into *gtl1-1 df1-1* rescues the root hair phenotype in *gtl1-1 df1-1*, further substantiating that RSL4 is a key regulator of root hair growth acting downstream of GTL1 and DF1. We subsequently investigated whether GTL1 and DF1 directly bind the *RSL4* promoter by immunoprecipitating GTL1-GFP and DF1-GFP proteins from 7-day-old *pGTL1:GTL1-GFP* and *pDF1:DF1-GFP* roots. Our chromatin immunoprecipitation (ChIP) followed by quantitative PCR (ChIP-qPCR) analysis showed an enrichment of both GTL1-GFP and DF1-GFP around 500-1000 bp upstream of the *RSL4* start codon containing two binding motifs for GTL1 (Breuer et al., 2012) (Fig. 3C). To further support these results, we co-bombarded the *p35S:GTL1* construct and *pRSL4:LUC* promoter into *Arabidopsis* MM2D culture cells and tested whether GTL1 can repress the *RSL4* promoter activity. As shown in Fig. S4, application of *p35S:GTL1* significantly suppresses the expression of *pRSL4:LUC* compared with the vector control. These results thus suggest that GTL1 and DF1 directly bind the promoter region of *RSL4* to repress its expression.

**Fig. 3.**
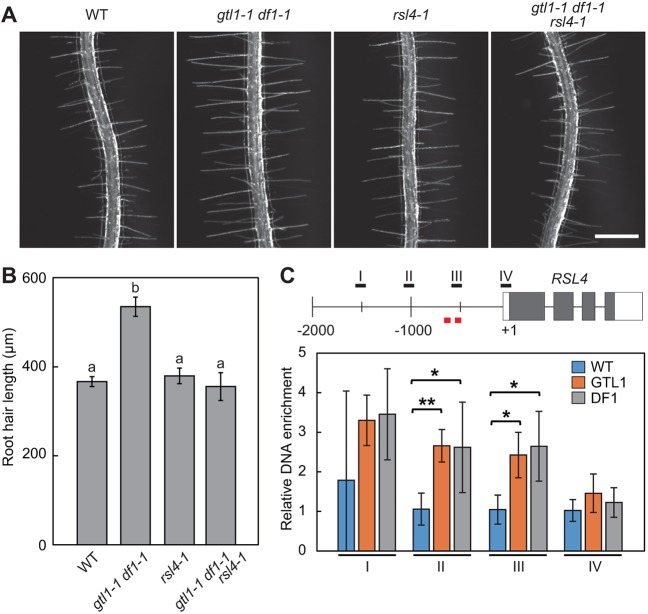
**GTL1 and DF1 directly bind the *RSL4* promoter and regulate its expression.** (A) Root hair phenotypes of wild-type, *gtl1-1 df1-1*, *rsl4-1* and *gtl1-1 df1-1 rsl4-1* seedlings. Scale bar: 500 μm. (B) Quantitative analysis of root hair length. Data are mean±s.e.m. (*n*=120). Different letters indicate means that differ significantly (Tukey-Kramer test, *P*<0.05). (C) Chromatin immunoprecipitation (ChIP) of GTL1-GFP and DF1-GFP proteins with *RSL4*. Quantitative PCR (qPCR) analysis shows the association of GTL1-GFP and DF1-GFP with the promoter of *RSL4*. ChIP experiments were performed using roots isolated from wild-type, *pGTL1:GTL1-GFP* and *pDF1-DF1-GFP* plants. Gray and white boxes, respectively, represent translated and untranslated regions of the *RSL4* transcript. Black bars highlight the positions of primer sets used for ChIP-qPCR analysis (I-IV). Red bars indicate the GT3 boxes, 5′-GGTAAA-3′ at −556 bp and 5′-TTTACC-3′ at −785 bp, previously described as binding motifs for GTL1 (Breuer et al., 2012). Average enrichment of qPCR products was normalized against corresponding input DNA. Data are mean±s.d. (*n*=3). Asterisks indicate a significant difference compared with wild type (Student's *t*-test, **P<0.01, *P<0.05).

### GTL1 and DF1 act in a parallel pathway with auxin signaling to regulate root hair development

Auxin is known to promote root hair growth by activating the expression of *RSL4* (Mangano et al., 2017; Yi et al., 2010). To investigate whether GTL1 and DF1 are also involved in auxin-induced root hair growth, we first studied the auxin response in *gtl1-1 df1-1* mutants, as well as in *GTL1* and *DF1* overexpression lines. As previously reported (Grierson et al., 2014), wild-type plants grown in the presence of 10 nM indole-3-acetic acid (IAA) display significantly longer root hairs compared with control plants (Fig. 4A,B). In contrast, root hair growth is comparable between control and IAA-treated *gtl1-1 df1-1* mutants (Fig. 4A,B). We next tested whether IAA can rescue the compromised hair growth in *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* plants but found that IAA has little to no impact on root hair growth in these overexpression lines (Fig. 4A,B). Conversely, the application of an auxin inhibitor, auxinole (Hayashi et al., 2012), completely suppresses root hair growth in wild type, *gtl1-1 df1-1* and *GTL1* or *DF1* overexpression lines (Fig. 4A,B). These results together suggest that GTL1 and DF1 likely function independently from auxin signaling in controlling root hair growth.

**Fig. 4.**
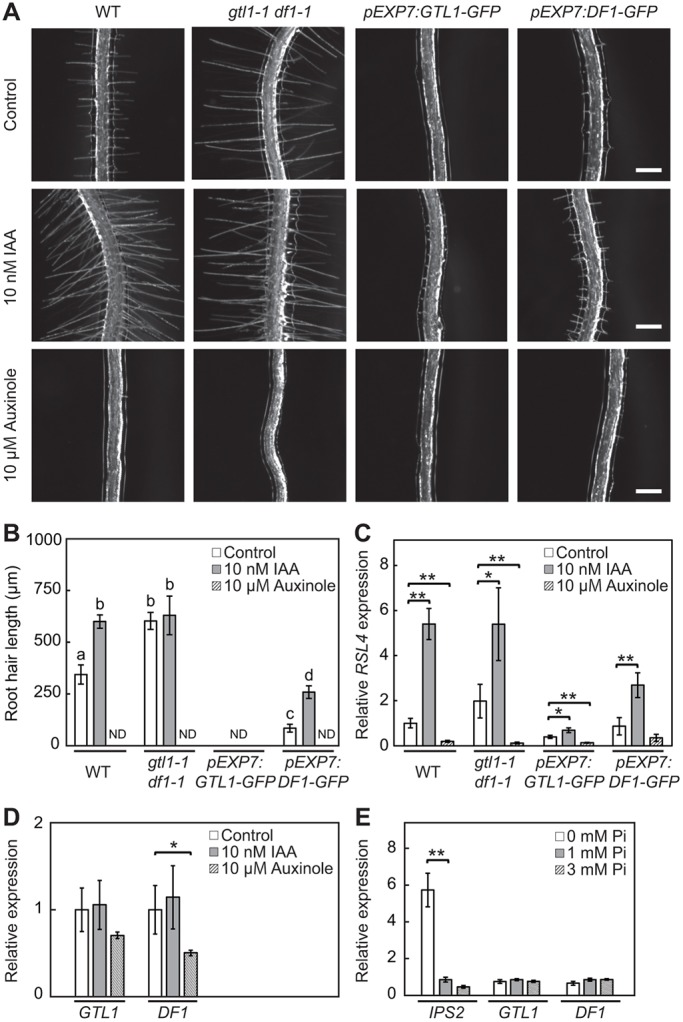
**GTL1 and DF1 regulate root hair growth in a parallel pathway to auxin signaling.** (A) Root hair phenotypes of wild-type, *gtl1-1 df1-1*, *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* seedlings treated with 10 nM IAA or 10 μM auxinole. Scale bars: 300 μm. (B) Quantitative analysis of root hair length. Data are mean±s.e.m. (*n*=60). Different letters indicate means that differ significantly (Tukey-Kramer test, *P*<0.05). ND indicates not detectable. (C) RT-qPCR analysis of *RSL4* in wild-type, *gtl1-1 df1-1*, *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* roots treated with 10 nM IAA or 10 μM auxinole. (D) RT-qPCR analysis of *GTL1* and *DF1* in wild-type roots treated with 10 nM IAA or 10 μM auxinole. Expression levels are normalized against those of *UBQ10* in C,D. Asterisks indicate a significant difference compared with a control treated with DMSO and ethanol (Student's *t*-test, **P<0.01, *P<0.05). (E) RT-qPCR analysis of *GTL1* and *DF1* in wild type grown under 0 mM, 1 mM and 3 mM phosphate (Pi) condition. *INDUCED BY PI STARVATION 2* (*IPS2*) was used as the positive control for phosphate response. Asterisks indicate a significant difference compared with the control condition (1 mM) (Student's *t*-test, **P<0.01).

It has been demonstrated previously that the application of another synthetic auxin, 1-naphthaleneacetic acid (NAA), upregulates *RSL4* expression (Yi et al., 2010). Consistently, our RT-qPCR analysis revealed that IAA promotes *RSL4* expression and that auxinole strongly suppresses its expression in both wild-type and *gtl1-1 df1-1* roots (Fig. 4C). Our RT-qPCR data, in addition, showed that overexpression of *GTL1* and *DF1* counteracts this auxin-induced *RSL4* upregulation as the level of *RSL4* expression is strongly reduced in *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* plants, regardless of treatment with IAA or auxinole (Fig. 4C). Unlike *RSL4*, the expression of *GTL1* and *DF1* does not seem to be affected by IAA, although their expression tends to be lower in plants treated with auxinole (Fig. 4D). These results, therefore, support the hypothesis that GTL1 and DF1 control root hair growth via regulation of *RSL4* in a parallel pathway with auxin. In addition to auxin, phosphate (Pi) availability is well known to affect root hair growth (Datta et al., 2015; Yi et al., 2010). Similar to auxin treatment, however, our RT-qPCR data showed that phosphate conditions do not change the expression of *GTL1* and *DF1* (Fig. 4E), suggesting that GTL1 and DF1 do not act via the phosphate-mediated control of root hair growth.

### GTL1 and DF1 directly regulate a subset of RSL4 target genes

Recent studies have identified 132 genes that might be directly activated by RSL4 in *Arabidopsis* roots (Hwang et al., 2017; Vijayakumar et al., 2016; Won et al., 2009; Yi et al., 2010). Having uncovered that GTL1 and DF1 repress *RSL4* expression, we sought to determine how much the GTL1/DF1-regulated gene regulatory network overlaps with that of RSL4. To identify genes regulated by GTL1 and DF1 in root hairs, we collected root hair cells overexpressing *GTL1-GFP* and *DF1-GFP*, respectively, from *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* plants by fluorescence-activated cell sorting. We also collected root hair cells from *gtl1-1 df1-1* plant expressing the root hair specific *pEXP7:NLS-GFP* marker (Ikeuchi et al., 2015) and compared their transcriptional profile using the Affymetrix ATH1 microarray. We defined GTL1 or DF1 response genes as those that show more than a twofold change of gene expression in *gtl1-1 df1-1* plants compared with *pEXP7:GTL1-GFP* or *pEXP7:DF1-GFP* plants (*P*<0.05). Using this criterion, we identified 1552 genes upregulated and 1359 genes downregulated by GTL1 (Table S1). Comparing these GTL1 response genes with the 132 RSL4-activated genes, we found only five (3.8%) of the RSL4-induced genes are upregulated by GTL1 (Fig. S5A). On the other hand, 36 (27.2%) of the RSL4-induced genes are repressed by GTL1 (Fig. S5A and Table 1), strongly suggesting that GTL1 and RSL4 share many common targets but they act in opposing manners. For DF1, we identified 755 activated and 918 repressed genes, but only 7 (5.3%) of the repressed genes are RSL4 response genes (Fig. S5A, Table S1). Given that all seven of these RSL4 response genes are also repressed by GTL1 (Fig. S5B), we focused our remaining analysis on the 36 genes commonly regulated by GTL1 and RSL4.

**Table 1.**
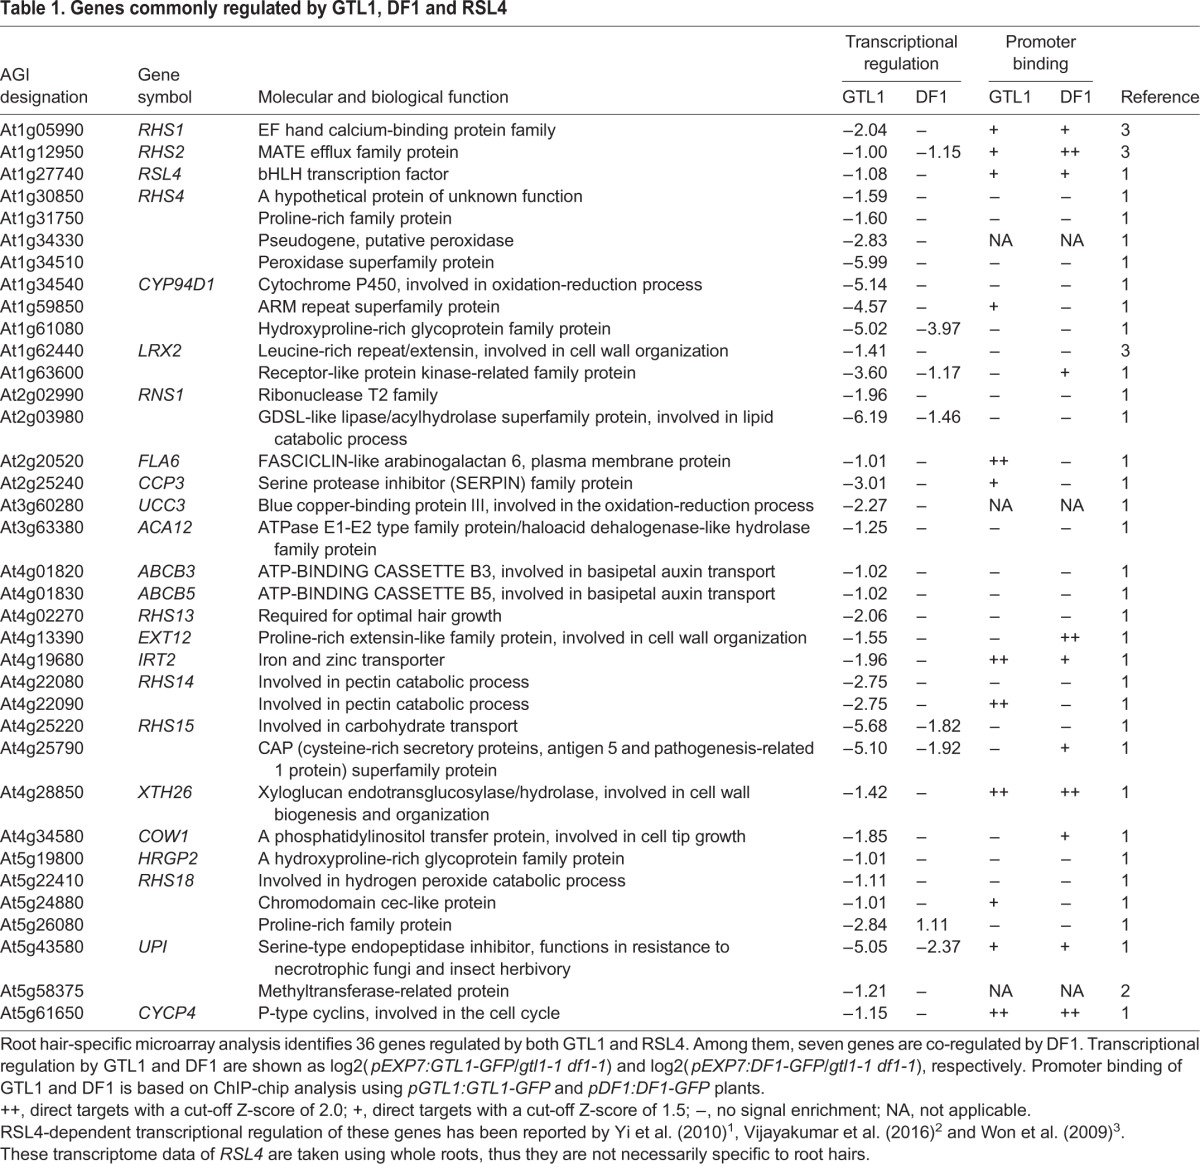
**Genes commonly regulated by GTL1, DF1 and RSL4**

The 36 GTL1-RSL4 common downstream genes include those that encode proteins associated with cell wall biosynthesis and remodeling (e.g. *EXT12*, *XTH26* and *LRX2*), those likely acting in cellular signaling (e.g. *RHS1*, RLK genes and *ACA12*), and those with functions in membrane trafficking or membrane transport (e.g. *ABCB3*, *ABCB5*, *IRT2* and *COW1*) (Table 1), suggesting that GTL1 and RSL4 regulate a wide range of subcellular processes underlying root hair growth. Having uncovered a substantial overlap between RSL4-activated genes and GTL1/DF1-repressed genes, we wanted to test whether GTL1 and DF1 also directly bind any of these genes. 

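GTL1 and DF1 are trihelix transcription factors, and ChIP-chip reads out the DNA pulled down with each factor on a microarray that tiles promoters. DNA from 5-day-old roots was hybridised to 8 custom Agilent arrays, 4 for GTL1 and 4 for DF1, each with a ChIP and a control sample in different dyes. The sample labels put the ChIP DNA in Cy5 on replicates 1 and 3 of each factor and in Cy3 on replicates 2 and 4. The paper gives 3 biological replicates and bovine serum albumin as the control, whereas the labels give 2 biological replicates with a dye swap and Col-0 as the control. The paper names roots as the tissue, whereas the labels name roots for the Cy3 channel and root tips for the Cy5 channel of every array, so the tissue in each channel is not settled. The authors deposited the scanner output of each array, extracted with Agilent Feature Extraction 9.5.3.1, in which background had been subtracted and the dyes normalized by a linear method. They also deposited a log2 ratio per spot. That ratio equals the log2 ratio of the processed signals to within 7e-06, but runs against the dyes in the labels on all 8 arrays. Ratios were turned here to the channel labelled ChIP over the channel labelled control, so a high ratio means more DNA in the channel labelled ChIP. Of 237976 spots that are not controls, 555 with an outlier flag on any array were left out and spots of 1 probe were averaged, which left 237023 probes. Each array's log2 ratios were centred on their median and averaged over the 4 arrays of a factor. The average was converted to a Z-score with the mean and SD over all probes. Signals were well above background for 56.7% to 94.7% of spots in the channel labelled ChIP and for 77.5% to 98.1% in the channel labelled control. On spots where a signal was not above background the extraction software had put in a surrogate value. Both channels were surrogates on 21.6%, 8.18%, 2.70% and 12.1% of spots on GTL1 replicates 1 to 4, and on 1.27% to 5.08% on the DF1 arrays. The files give probe positions without naming a genome build and give no gene names. Probes were therefore not assigned to genes. Neighbouring probes with starts at most 500 bp apart were joined to 30917 tiled regions, with a median of 4 probes and 642 bp, and a region stands in for a promoter. Across probes, which are not independent replicates, Pearson's r between arrays of GTL1 was 0.50 to 0.81. DF1 replicates 1 and 2 correlated at 0.79 and DF1 replicates 3 and 4 at 0.81, but r between these pairs was 0.14 to 0.26. After normexp background correction r was 0.27 between DF1 replicates 1 and 2, 0.83 between 3 and 4, and -0.04 to 0.30 between these pairs. Between arrays of different factors r was 0.08 to 0.67. The arrays were scanned on 2 dates, neither of which holds arrays of both factors, so scan date and factor cannot be told apart.

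**Figure D1:**
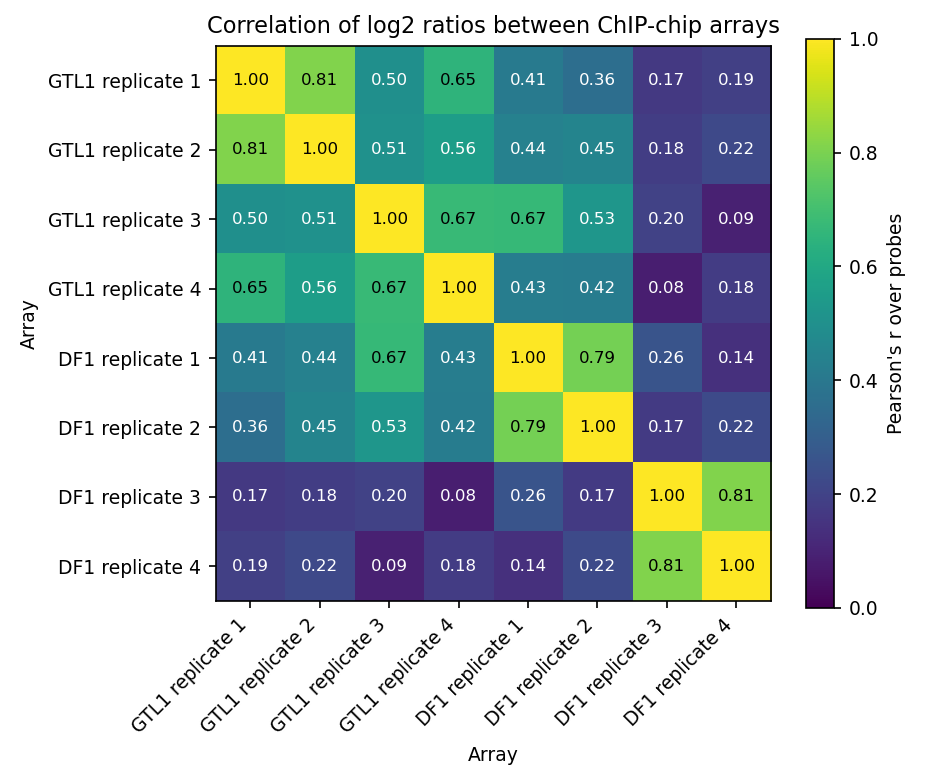
Pearson's r over 237023 probes between the log2 ratios of each pair of the 8 arrays, given in each cell and by colour from 0 to 1. DF1 replicates 3 and 4 correlate at 0.81 with each other and at 0.26 or less with every other array.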

To achieve this, we performed a whole-genome ChIP-chip analysis using *pGTL1:GTL1-GFP* and *pDF1:DF1-GFP* roots. We identified 9200 putative direct targets for GTL1 and 7803 putative targets for DF1, 5208 (66.7% of DF1 targets) of which are common between GTL1 and DF1 (Z-score>1.5) (Fig. S6A and Table S2). 

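Counted over tiled regions in place of genes, 6704 of 30917 regions (21.7%) had at least 1 GTL1 probe with a Z-score above 1.5 and 7374 (23.9%) had at least 1 such DF1 probe. Both factors called 2742 regions, which is 37.2% of the DF1 regions and 40.9% of the GTL1 regions. Independent sets of these sizes would share 1599 regions, or 2062 when regions with the same number of probes are compared. Simulated arrays without binding, with the same number of probes past the threshold, shared 46.2% of DF1 regions (mean of 20 simulations) when the factors had a common control sample and 32.5% when they did not. The simulated sets were smaller than those called, with means of 6251 GTL1 regions and 6910 (common control) or 6889 DF1 regions. These shares are therefore not at equal sizes. The labels name Col-0 in every control channel without saying whether factors shared an extract. A Z-score of 1.5 was a log2 ratio of 0.99 for GTL1 and 0.83 for DF1. It was passed by 10217 GTL1 probes and 11705 DF1 probes, while 18575 and 18153 probes lay below -1.5. In the direction of the deposited log2 ratios, chosen after the values were seen, 7063 regions were called for GTL1 and 6727 for DF1. Of these, 4311 were common, 64.1% of the DF1 regions. Simulated arrays shared 58.1% with a common control and 44.6% without one. These simulated sets were larger (9549 GTL1 regions and 9390 or 9369 DF1 regions), so these shares are not at equal sizes either. Of the probes above 1.5, 12.6% for GTL1 and 19.2% for DF1 had surrogate values in both channels on at least 1 array of the factor. Leaving out 1 GTL1 array at a time gave 3073 regions without replicate 3 and 11236 without replicate 1. The count for DF1 stayed between 7812 and 8187 without any 1 of its arrays. These were not all the same regions, as 5373 to 5626 of the 7374 were still called. A Z-score is scaled by the spread of the values, so a stable count does not mean stable regions. The paper states the genes called at this threshold as putative direct targets of each factor, with those common to both (Fig. S6A).

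**Figure D2:**
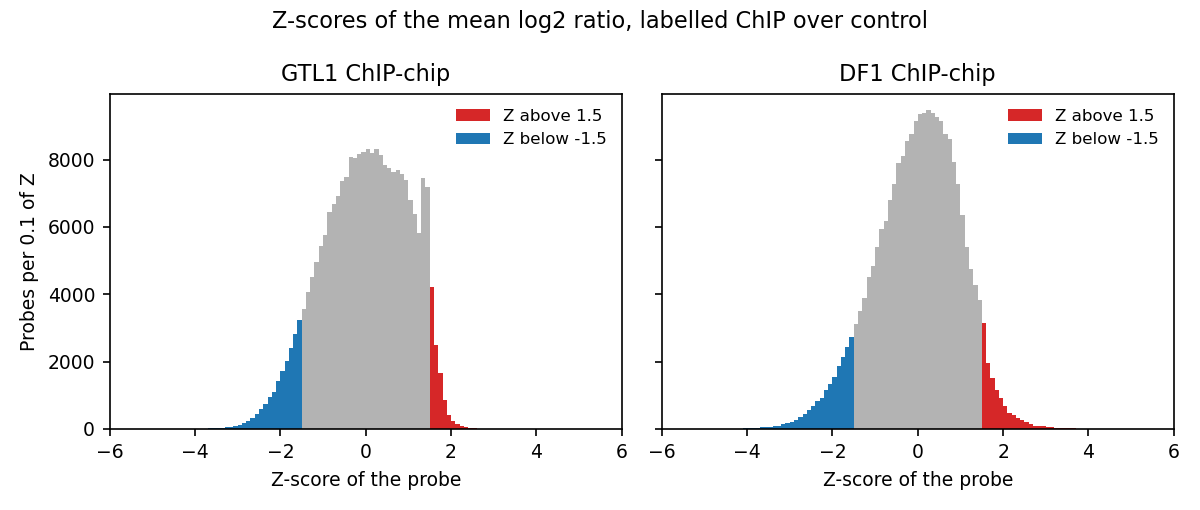
Number of probes per 0.1 of Z-score (vertical axis) against the Z-score of the mean log2 ratio over 4 arrays (horizontal axis), for GTL1 (left) and DF1 (right), with probes above 1.5 in red and below -1.5 in blue. In GTL1, 14643 probes lie from 1.3 to 1.5, and 53.0% of them have surrogate values in both channels on at least 1 array.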

Using these ChIP-chip data, we found that 12 (33.3%) of the 36 targets shared between GTL1 and RSL4 are directly bound by GTL1 (Table 1). We also found that DF1 directly binds 11 (30.6%) of the 36 genes but only four of these 11 (36.4%) are transcriptionally repressed by DF1 (Table 1), implying that the physical binding of DF1 to the target promoter sequence does not necessarily cause downstream transcriptional repression. These data demonstrate that GTL1, DF1 and RSL4 control root hair growth by regulating partially overlapping transcriptional pathways.

### GTL1 and RSL4 control root hair growth through a negative-feedback loop

Our transcriptome and ChIP-chip data suggest that GTL1 and DF1 directly regulate *RSL4* and a subset of its downstream targets. To further investigate the regulatory roles of GTL1 and DF1, we employed gene network inference with ensemble of tree 3 (GENIE3) (Huynh-Thu et al., 2010) and inferred a gene regulatory network (GRN) among GTL1, DF1, RSL4 and their 36 common target genes using our expression data from *GTL1* and *DF1* mutants (*gtl1-1*, *df1-1*, *gtl1-1 df1-1*) and from *GTL1* and *DF1* overexpression lines (*pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP*). We also obtained the sign (positive/negative) of regulation using time-course RNA-seq data from 3-, 4-, 5-, 6- and 7-day-old wild-type roots (de Luis Balaguer et al., 2017). Our GRN predicts that GTL1 regulates 30 (83%) of the 36 downstream targets, 28 of which (93%) are also predicted to be regulated by RSL4 (Fig. 5A). These data further substantiate that GTL1 and RSL4 co-regulate many of these root hair genes to control root hair growth. Of the 30 targets GTL1 is predicted to regulate, our sign algorithm predicts that 29 of those (97%) are repressions (Fig. 6A). In contrast, our sign algorithm predicts that of the 28 genes regulated by RSL4, 21 (75%) are activated by RSL4 (Fig. 5A). In agreement with DF1 not playing a central role in transcriptional repression of root hair genes, we observed that DF1 has only one predicted downstream target, *XTH26*, which is not predicted to be regulated by RSL4 (Fig. 5A).

**Fig. 5.**
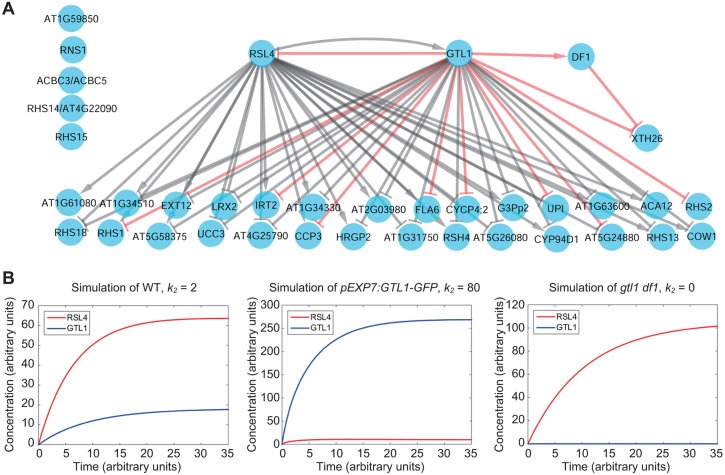
**Modeling predicts that GTL1 and RSL4 form a negative-feedback loop and regulate a set of common target genes.** (A) Gene regulatory network (GRN) of GTL1, RSL4 and their shared downstream targets. Transcriptional activation and repression are indicated by arrows and bars, respectively. A time-course transcriptome of elongation and differentiation zones was used to predict the transcriptional activation and repression of target genes. Red edges represent direct promoter binding validated using ChIP-chip data. (B) Model simulation of *GTL1* and *RSL4* dynamics in wild-type (left), *pEXP7:GTL1-GFP* (middle) and *gtl1-1 df-1* mutant (right) roots. Red and blue lines represent model solutions for the RSL4 and GTL1 equations, respectively. The value of *k_2_*, the production rate of GTL1, was varied from the wild-type case so that the steady-state values of GTL1 in *pEXP7:GTL1-GFP* and *gtl1-1 df-1* roots meet the value estimated from our RT-qPCR data.

**Fig. 6.**
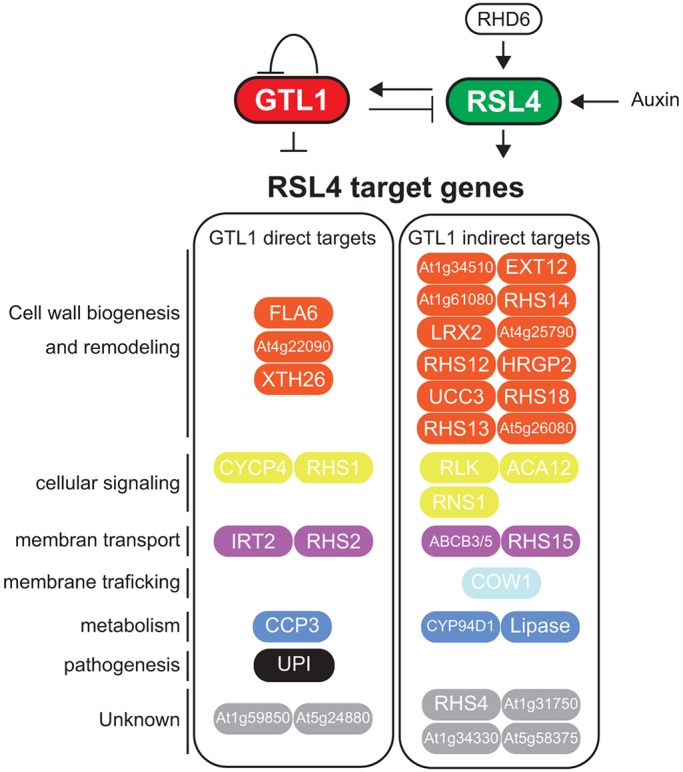
**A schematic diagram of the proposed transcriptional network regulating root hair growth in *Arabidopsis*.** RHD6 induces *RSL4* expression to promote root hair outgrowth. GTL1 binds the *RSL4* promoter and directly represses its expression to terminate root hair growth. RSL4, in addition, activates *GTL1*, thus forming a negative-feedback loop. RSL4 and GTL1 regulate, both directly and indirectly, a set of common downstream genes involved in cell wall biosynthesis and remodeling, cellular signaling, membrane transport, membrane trafficking, metabolism, pathogenesis and unknown functions. Auxin promotes root hair growth by activating *RSL4* but not *GTL1*.

Our GRN, in addition, predicted that RSL4 and GTL1 form a negative-feedback loop (Fig. 5A). As positive regulation of *GTL1* by RSL4 has also been reported by a previous study using *RSL4*-inducible lines (Vijayakumar et al., 2016), we hypothesized that this mutual regulation is important for establishing proper root hair growth. To explore this reciprocal regulation further, we developed a mathematical model between RSL4 and GTL1, and tested whether their protein levels can reach a steady state. In addition to the negative-feedback loop between GTL1 and RSL4, our ChIP-chip data and transient promoter-LUC data suggested that GTL1 is able to repress itself (Table S2 and Fig. S4). Thus, we incorporated the auto-repression of GTL1 into the model. We incorporated several parameters, such as production and degradation rates of GTL1 and RSL4, to estimate the levels of GTL1 and RSL4 over time. Our model predicted that for certain parameter values, there exists a steady state for GTL1 and RSL4, likely representing the wild-type situation where root hairs grow to a constant size (Fig. 5B and Fig. S7A). We subsequently used a sensitivity analysis to identify the most important parameters in the model that influence the steady states of GTL1 and RSL4. Using Sobol decomposition, we found that the production rate of RSL4, *k_1_*, and the production rate of GTL1, *k_2_*, are the two most important parameters in the model (Fig. S7B and Table S4).

To test whether RSL4 and GTL1 alone are able to account for the observed root hair phenotypes, we subsequently modified the values of their production rates (*k*_1_ and *k*_2_, respectively) and examined the changes in the steady state. First, to simulate GTL1 overexpression, we increased the production rate of GTL1 (*k*_2_) until the steady state value of GTL1 was 15-fold higher than in wild type, as estimated by our RT-qPCR data on *pEXP7:GTL1-GFP* plants (Fig. S1D). Our model predicts that the steady state of RSL4 is 16% of the value in wild type (Fig. 5B, Fig. S7A), suggesting that, as GTL1 increases, RSL4 decreases and causes shorter root hairs, which is the phenotype we observed in *pEXP7:GTL1-GFP* plants (Fig. 1A). Next, to simulate the *gtl1-1 df1-1* mutant, we set the production rate of GTL1 (*k*_2_) to 0, as our RT-qPCR data show that GTL1 expression is effectively zero in *gtl1-1 df1-1* (Fig. S1D). Our model shows that in this scenario the steady state of RSL4 is 1.5-fold higher than in wild type, which is supported by our RT-qPCR data (Figs 2A and 5B, Fig. S6A). These results thus suggest how the expression levels of GTL1 and RSL4 can be altered to determine the final length of root hairs.

## DISCUSSION

### The GTL1-RSL4 module in the GRN of root hair growth

In this study we demonstrate that the final size of root hair cells is regulated by coordinated action of GTL1 and RSL4, which serve as a repressor and activator, respectively, of root hair growth. Previous studies have identified several negative regulators of root hair growth (Breuninger et al., 2016; Hwang et al., 2016), but how they suppress root hair growth is not known. Our data uncover an effective strategy to fine-tune root hair growth that relies on the negative regulation of RSL4, which is one of the central hubs in the transcriptional network of root hair growth (Datta et al., 2015; Marzol et al., 2017; Yi et al., 2010). It is interesting that GTL1 and DF1 control only the duration of root hair growth and not the rate of hair growth. These observations are consistent with previous data showing that the ectopic RSL4 expression does not change the rate of hair growth and only prolongs hair growth (Yi et al., 2010). These results thus suggest that these two parameters of root hair growth can be mechanistically uncoupled and, although the GTL1-RSL4 module controls the extent of root hair growth, other as yet unknown pathways control the rate of root hair growth. As *gtl1-1 df1-1* double mutants, but not their single mutants, display root hair phenotypes (Fig. 1A,B), we hypothesized that GTL1 and DF1 work redundantly on root hair development. In agreement with this, there is a large overlap between GTL1- and DF1-response genes (Fig. S5B and Table S1). DF1, however, has less of an impact on *RSL4* expression than GTL1 (Fig. 2A), and our GRN predicts that the contribution of DF1 to regulating known root hair genes is much less than GTL1 (Fig. 5A). These results thus suggest that DF1 may function as a backup system for GTL1.

Our data show that GTL1 and RSL4 regulate a set of common downstream genes (Figs 5 and 6), which allows robust control of target gene expression. Another important aspect of our root hair GRN is that GTL1 and RSL4 form a negative-feedback loop that results in steady-state levels of their expression, thus permitting consistent hair growth in wild-type plants (Fig. 5). In addition to *RSL4*, our RT-qPCR analysis shows that *RHD6* is also upregulated in *gtl1-1 df1-1* mutants (Fig. 2A), suggesting that RHD6 is another potential target of GTL1 and/or DF1. Indeed, our ChIP-chip data support this notion as both GTL1 and DF1 bind the promoter sequence of *RHD6* (Table S2). Given that RHD6 directly binds *RSL4* (Yi et al., 2010), this suggests a feed-forward loop between GTL1, RHD6 and RSL4. Interestingly, expression levels of *Lotus japonicus ROOTHAIRLESS1-LIKE1* (*LRL1*), which encodes a bHLH transcription factor that acts as an activator of root hair growth (Karas et al., 2009; Lin et al., 2015), is also correlated with *GTL1* and *DF1* expression based on our transcriptome data (Table S1). Thus, the GTL1-RSL4 GRN we unveiled in this study may be expanded in future studies to include RHD6, LRL1 and perhaps other root hair regulators to further understand the core transcriptional modules that control root hair growth.

### Physiological roles of GTL1 in root hair growth

We found that the majority of the 36 GTL1-RSL4 common targets are genes related to cell wall biosynthesis and remodeling (Table 1 and Fig. 6). We believe this is reasonable as cell-wall construction is directly involved in cell expansion. In addition, RHS1, one of the GTL1-RSL4 common downstream genes (Table 1 and Fig. 6), is a calmodulin-like protein that is thought to regulate root hair growth through Ca^2+^ signaling (Won et al., 2009). Another GTL1-RSL4 target, CAN OF WORMS 1 (COW1), is implicated in membrane trafficking and required for root hair tip growth, as its loss-of-function mutation causes shorter root hairs (Böhme et al., 2004; Grierson et al., 1997). GTL1-RSL4 common targets also include genes associated with several other physiological functions. IRON REGULATED TRANSPORTER 2 (IRT2), for example, regulates iron uptake from soil (Vert et al., 2009), and UNUSUAL SERINE PROTEASE INHIBITOR (UPI) is involved in pathogen resistance (Laluk and Mengiste, 2011). Since root hairs result from outgrowth of the root epidermis, they directly interact with the microenvironment of the soil. It is thus likely that these microenvironments influence the extent of root hair growth, and this interaction also needs to be regulated by GTL1. Consistently, our GO analysis of GTL1 targets suggests that GTL1 affects ‘response to stimulus’, ‘response to stress’ and ‘response to chemical stimulus’ (Fig. S5B), suggesting that GTL1 regulates diverse arrays of physiological processes associated with root hair growth.

### Conclusions

In this study we demonstrate that the final size of root hair cells is regulated by coordinated action of GTL1 and RSL4, which serve as a repressor and activator, respectively, of root hair growth. Our mathematical analysis suggests that GTL1-RSL4 functions as a core module in root hair growth and regulates cell expansion, as well as several other physiological responses such as nutrient uptake and pathogen response. Our data, in addition, suggest that other previously described root hair regulators, such as RHD6 and LRL1, may function within a larger GRN that controls root hair growth downstream of the GTL1-RSL4 module.

## MATERIALS AND METHODS

### Plant materials and growth conditions

The *gtl1-1*, *ccs52a1-2*, *rsl4-1*, *pGTL1:GTL1-GFP*, *pRSL4:RSL4-GFP*, *pEXP7:GTL1-GFP* and *pEXP7:NLS-GFP* lines have been previously described (Breuer et al., 2009, 2012; Ikeuchi et al., 2015; Yi et al., 2010). The *df1-1* (SALK_106258) mutant was obtained from the Arabidopsis Biological Resource Center. All mutants and transgenic lines used in this study were in the Columbia-0 background. Plants were grown on half-strength Johnson media with 6 g/l gelzan (Sigma) and final concentration of phosphate adjusted to 1 mM (Johnson et al., 1957; Ma et al., 2001). For auxin and auxin inhibitor treatment, a solution of 1 mM IAA and 30 mM auxinole (Hayashi et al., 2012) in mixed DMSO and ethanol were added to the Johnson media to final concentrations of 10 nM and 10 μM, respectively. Phosphate media were prepared based on recipes of Ma et al. (2001).

### Plasmid construction and plant transformation

For the construction of the *pDF1:DF1-GFP* vector, a 4900 bp genomic fragment of the *DF1* locus was amplified from the BAC clone F7O12 and cloned into the *pENTR/D-TOPO* vector (Invitrogen). A *Sma*I restriction site was introduced upstream of the translational stop codon by site-directed mutagenesis. A *Sma*I-digested GFP fragment was then inserted to create a C-terminal translational fusion construct and the resulting construct was cloned into the pGWB1 binary vector (Nakagawa et al., 2007). The *pEXP7:DF1-GFP* vector was generated by combining *pDONR-pEXP7* and *pENTR-DF1-GFP* together with the R4pGW501 destination vector (Nakagawa et al., 2008) as described by Ikeuchi et al. (2015). A set of primers used for PCR amplification is provided in Table S5. All plant transformation was carried out using the floral dip method (Clough and Bent, 1998).

### RNA extraction and RT-qPCR analysis

Total RNA was extracted from 7-day-old roots using an RNeasy Plant Mini Kit (Qiagen). Extracted RNA was reverse transcribed using a PrimeScript RT-PCR kit with DNase I (Perfect Real Time) (Takara) in accordance with the accompanying protocol. Transcript levels were determined by RT-qPCR using a THUNDERBIRD SYBR qPCR Mix kit (Toyobo) and an Mx399P QPCR system (Agilent). The expression of the *UBQ10* gene was used as a reference (Shibata et al., 2013). A set of primers used for RT-qPCR is provided in Table S5.

### Fluorescence-activated cell sorting and microarray analysis

To identify genes regulated by GTL1 and DF1 in root hairs, GFP-positive cells were sorted from 5-day-old wild-type and *gtl1-1 df1-1* roots carrying *pEXP7:NLS-GFP*, as well as from *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* roots. The root tips were dissected at ∼0.5 cm from root tips and GFP-positive protoplasts were isolated by fluorescence-activated cell sorting, following the protocol described by Sozzani et al. (2010). Total RNA was extracted from three biological replicates and labeled probes were used for hybridization on ATH1 chips (Affymetrix). Microarray data were analyzed using R software and the gcRMA implementation with AffylmGUI (Wettenhall et al., 2006) of the Bioconductor package as previously described (Morohashi and Grotewold, 2009; Sozzani et al., 2010). Microarray data have been deposited in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE103917.

### ChIP-chip and ChIP-qPCR analysis

ChIP-chip experiment was performed using 5-day-old *pGTL1:GTL1-GFP* and *pDF1:DF1-GFP* roots as previously described (Sozzani et al., 2010). GTL1-GFP and DF1-GFP proteins were immunoprecipitated from three biological replicates using antibodies against GFP (ab290, Abcam). Bovine serum albumin was used as a negative control. Labeled DNA was hybridized to a custom-made *Arabidopsis* promoter microarray (Sozzani et al., 2010). ChIP-chip data were analyzed as previously described (Sozzani et al., 2010). 

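At a Z-score above 2.0, 469 regions were left for GTL1 and 2458 for DF1, of which 101 were common. The 1.5 threshold was passed by 4.31% of GTL1 probes and 4.94% of DF1 probes, against 6.68% of a normal distribution. When the Z-scores were shuffled over the probes 100 times, 7636 regions on average held a GTL1 probe above 1.5. For DF1 it was 8454, and both were more than the arrays gave, so high probes lay together in fewer regions. The shuffle keeps the number of high probes, so it cannot show whether the calls exceed noise. The share of regions called rose with the number of probes, from 11.9% for GTL1 in regions of 1 to 2 probes to 53.4% in regions of 21 to 99 probes. A probe above 1.5 in each of the 4 arrays separately was found in 60 regions for GTL1 and 267 for DF1, with 2 in common. In limma's moderated test on the averages of dye-swapped arrays, called at a Benjamini-Hochberg adjusted p under 0.05 under both pairings of arrays that the dyes allow, 2648 probes were higher and 15516 lower in the channel labelled ChIP for GTL1. For DF1, 1276 were higher and 4210 lower. After loess within each array, limma called 0 probes for either factor, with 39673 GTL1 and 39857 DF1 probes at an unadjusted p under 0.05.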

Relatively low Z-scores were chosen to decrease the number of false negatives and identify meaningful overlaps with the expression data. ChIP-chip data have been deposited in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE104010. ChIP-qPCR analysis was performed using 7-day-old *pGTL1:GTL1-GFP* and *pDF1:DF1-GFP* roots as previously described (Rymen et al., 2017). Data were normalized against input DNA and shown as relative enrichment of DNA immunoprecipitated at the *TA3* retrotransposon locus (Yamaguchi et al., 2014). A set of primers used for ChIP-qPCR is provided in Table S5.

### Promoter-luciferase assay

To construct the firefly luciferase (LUC) reporter vector, a 1.8 kb promoter of *GTL1* was amplified by PCR and introduced into the LUC reporter vector (Ohta et al., 2001), as reported by Rymen et al. (2017). For the construction of the effector vector, the coding sequence of *GTL1* was amplified by PCR and cloned into the *p35SSG* vector (Mitsuda et al., 2005) using the *Sma*I site located between the CaMV p35S promoter-Omega and the NOS terminator sequence of the *p35SSG* vector. The set of primers used for PCR amplification is provided in Table S5.

The *p35S:GTL1* and the empty *p35SSG* vectors were used as an effector and control vector, respectively. The *pRSL4:LUC* and *pGTL1:LUC* vectors were used as reporters. As an internal control, the *pPTRL* vector, which drives the expression of a Renilla LUC gene under the control of the CaMV p35S promoter, was used. The constructions were introduced into *Arabidopsis* MM2D culture cells (Menges and Murray, 2002) using a gold particle bombardment system. Luciferase activities were quantified using a Mithras LB940 microplate luminometer (Berthold Technologies) according to the protocol described previously (Hiratsu et al., 2002).

### Microscopy

Root hair phenotypes were recorded using a Leica M165 FC dissection microscope equipped with a digital Leica DFC 7000T camera. The length of 120 root hairs from at least six seedlings were quantified for each genotype with ImageJ version 1.50a. For auxin and auxin inhibitor treatment, the lengths of 60 root hairs from at least six seedlings were quantified. To quantify the rate of root hair growth, hair growth of 7-day-old wild-type and *gtl1-1 df1-1* seedlings was recorded every 1 h and root hair length was quantified by ImageJ. To estimate the ploidy level of nuclei, nuclei were stained with DAPI (Partec) and visualized using an Olympus BX51 fluorescence microscope equipped with a digital Olympus DP70 camera and Olympus DP Manager software version 1.2.1.107 (Zhang and Oppenheimer, 2004). Fluorescence signals of over 40 root cap nuclei and 120 root hair nuclei from at least five seedlings were quantified per genotype with ImageJ as previously described (Ikeuchi et al., 2015). Expression patterns of GTL1-GFP, DF1-GFP and RSL4-GFP proteins were examined using a SP5 confocal laser scanning microscope (Leica). Recorded images were exported as a 16-bit TIFF image. Fluorescence intensity was quantified using ImageJ. To produce a merged image from multiple images, ‘photomerge’ was applied on Photoshop CS3 Extended (Adobe). Contrast and brightness were adjusted using Photoshop.

### Gene regulatory network inference

Gene network inference with ensemble of trees 3 (GENIE3) (Huynh-Thu et al., 2010) was used to predict the downstream targets of GTL1 and RSL4. GENIE3 uses regression tree inference to build the GRN that best fits the experimental data. Microarray data from *gtl1-1*, *df1-1, gtl1-1 df1-1*, *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* were used to infer 10,000 directed regression trees using the Random Forest method (Breiman, 2001), and the trees were then averaged to form the final GRN. Once the final GRN was obtained, a threshold was set on the number of edges to increase the precision. The threshold was chosen using ChIP-chip data to validate the downstream targets of GTL1 in the network. The number of edges was chosen as floor (1.65×36)=59 edges (1.65×number of genes), as this number resulted in the highest precision for the network (Table S3).

A time-course RNAseq dataset of the root meristem (de Luis Balaguer et al., 2017) was used to determine the sign of the regulation from gene A to gene B. According to the first-order Markov assumption, if gene B increases (or decreases) at one time point after gene A increases (decreases), the regulation at that time point is assumed to be positive. Similarly, if gene B increases (or decreases) after gene A decreases (increases), the regulation at that time point is assumed to be negative (de Luis Balaguer et al., 2017). The Markov assumption was used to calculate the sign for all the time points, and then the majority sign was used for the edge.

### Mathematical modeling and sensitivity analysis

The mathematical model consisted of two ordinary differential equations: one measuring RSL4 concentration (*R*) and the other measuring GTL1 concentration (*G*). It was assumed that transcription and translation happen quickly, such that transcription and protein degradation could be modeled in the same equation. Additionally, it was assumed that GTL1 and RSL4 proteins degrade linearly.

The gene regulatory network and experimental data predicted that GTL1 represses RSL4. Thus, a Hill equation was used to model RSL4 transcription, where increased levels of GTL1 result in decreased levels of RSL4. As the oligomeric state of GTL1 is unknown, there was a possibility of GTL1 forming higher oligomers, where *n*_1_ is the number of GTL1 proteins bound to each other.

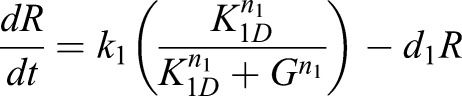
The gene regulatory network predicted that RSL4 activates GTL1. In addition, the experimental data suggested that GTL1 represses itself. Thus, the Hill equation for GTL1 takes into account what happens when both RSL4 and GTL1 bind the TL1 promoter at the same time. One possibility is that GTL1 inhibition overcomes the RSL4 activation. This means that, in order for GTL1 to be transcribed, GTL1 must be unbound (Eqn 1). In the other case, RSL4 activation could overcome GTL1 inhibition. This means that, as long as RSL4 is bound, GTL1 will be transcribed, even if GTL1 is bound to its own promoter (Eqn 2). As in the RSL4 equation, there is a possibility of higher oligomeric states.
(1)
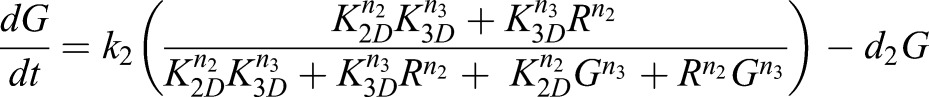

(2)
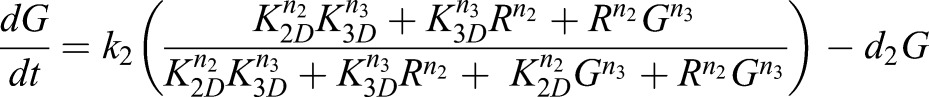

After constructing the two models, nullcline analysis was performed to check for steady-state solutions. Mathematica was used to analytically solve for the nullclines as well as for steady states. As concentrations must be positive values, only the region where *R*≥0 and *G*≥0 was considered. In this region, the model with Eqn 1 has no steady states, whereas the model with Eqn 2 has one steady state. In a wild-type case, there should be a steady state value of *R* and *G* that produces root hairs with normal length. Thus, the model with Eqn 2 was used for the simulations.

A sensitivity analysis was used to identify the parameters that most greatly affect the model outcome, as these parameters could give insight into the effects of RSL4 and GTL1 mutants and overexpression lines. Sobol decomposition, which quantifies sensitivity by calculating the variance in the model outcome as the parameters are changed (Sobol, 2001), was used to calculate the sensitivity indices. The index was calculated for each parameter using 1000 Monte Carlo evaluations and repeated 10 times for technical replicates (Clark et al., 2016).

## Supplementary Material

Supplementary information

Supplementary information

# Supplementary material for: GTL1 and DF1 regulate root hair growth through transcriptional repression of ROOT HAIR DEFECTIVE 6-LIKE 4 in Arabidopsis
**Source:** Development. 2018 Feb 1;145(3):dev159707. doi: 10.1242/dev.159707
**Supplement:** Supplementary information

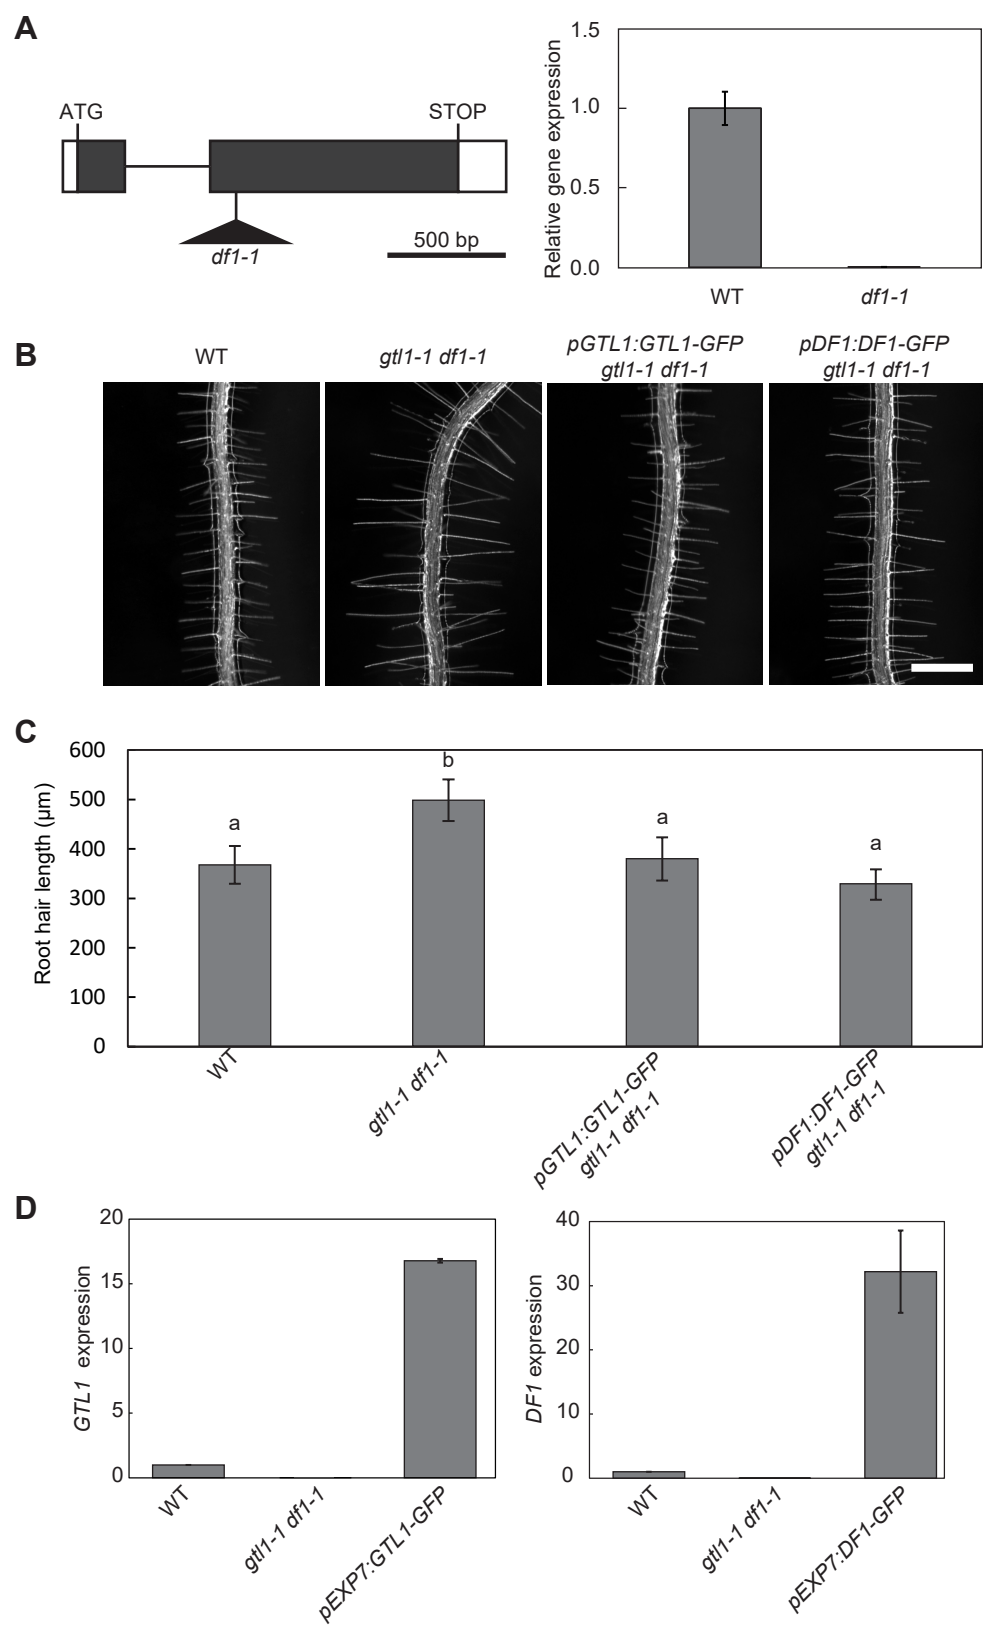

**Fig. S1. Molecular genetic characterization of *df1-1*, *gtl1-1 df1-1*, *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* plants**

**(A)** Structure of DF1 gene. Black boxes represent exons and a black arrowhead marks the position of T-DNA insertion in *df1-1* (SALK\_106258). RT-qPCR analysis of WT and *df1-1*. Expression levels are normalized against those of *UBQ10*. Data are mean  $\pm$  SD ( $n = 3$ , biological replicates). **(B)** Root hair phenotypes of WT, *gtl1-1 df1-1*, *gtl1-1 df1-1 pGTL1:GTL1-GFP* and *gtl1-1 df1-1 pDF1:DF1-GFP* seedlings. Bar = 500  $\mu$ m. **(C)** Quantitative analysis of root hair length. Data are mean  $\pm$  SE ( $n = 120$ ). Different letters indicate means that differ significantly (Turkey-Kramer test,  $P < 0.01$ ). Note that introduction of *pGTL1:GTL1-GFP* or *pDF1:DF1-GFP* complements the root hair phenotype in *gtl1-1 df1-1*. **(D)** RT-qPCR analysis of WT, *gtl1-1 df1-1*, *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP*. Expression levels are normalized against those of *UBQ10*. Data are mean  $\pm$  SD ( $n = 3$ , biological replicates).

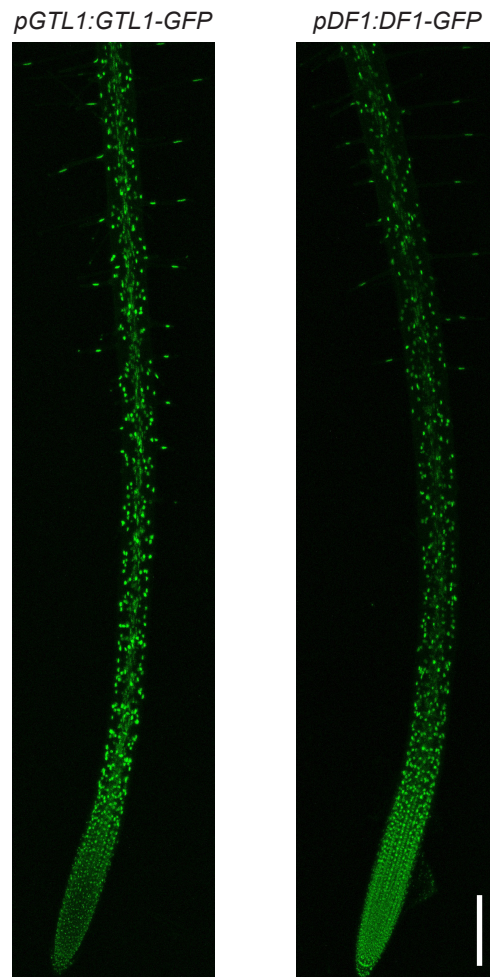

**Fig. S2. Confocal images of GTL1-GFP and DF1-GFP in *pGTL1:GTL1-GFP* and *pDF1:DF1-GFP* roots.**

Images are produced by maximum intensity projection from 21 Z-stack images and merged from multiple images. Bar = 250  $\mu$ m.

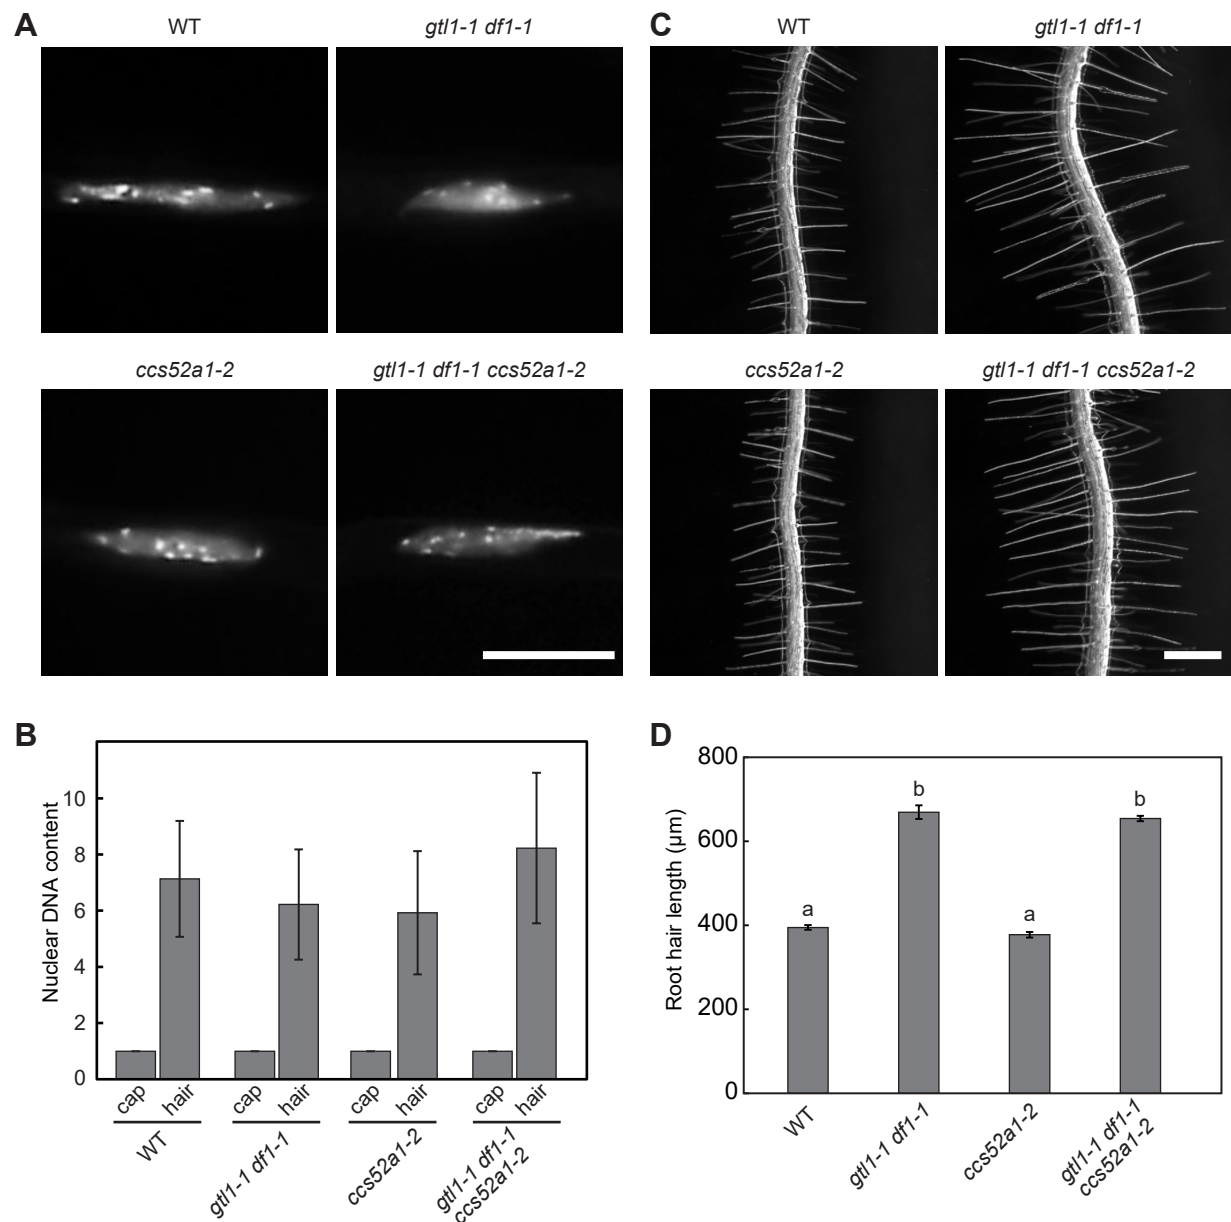

**Fig. S3. GTL1 and DF1 regulate ploidy-independent root hair growth**

(A) DAPI-stained nuclei in mature root hairs of WT, *gtl1-1 df1-1*, *ccs52a1-2* and *gtl1-1 df1-1 ccs52a1-2* seedlings. Bar = 20 μm. (B) Quantitative analysis of nuclear DNA content in WT, *gtl1-1 df1-1*, *ccs52a1-2* and *gtl1-1 df1-1 ccs52a1-2* root hairs. Nuclear DNA content in root cap cells was used as a reference. Data are mean ± SE ( $n > 40$  for root caps and  $n > 120$  for root hairs). (C) Root hair phenotypes of WT, *gtl1-1 df1-1*, *ccs52a1-2* and *gtl1-1 df1-1 ccs52a1-2* seedlings. Bar = 500 μm. (D) Quantitative analysis of root hair length. Data are mean ± SE ( $n = 120$ ). Different letters indicate means that differ significantly (Turkey-Kramer test,  $P < 0.05$ ).

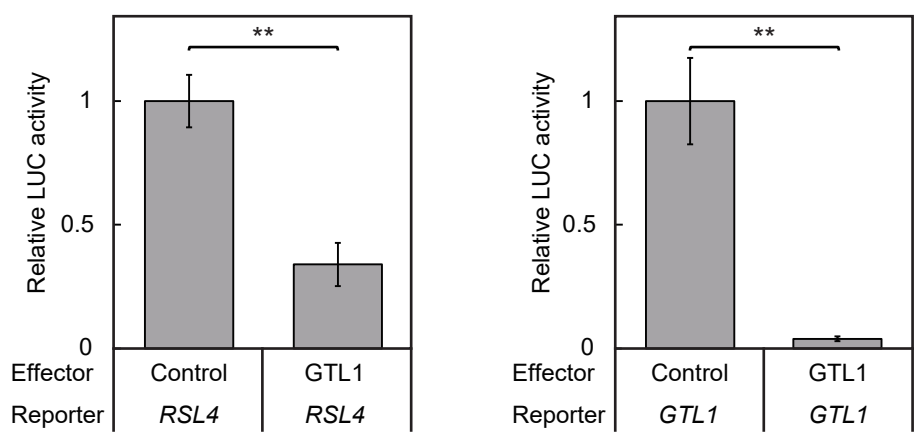

**Fig. S4. GTL1 represses the *RSL4* and its own promoter in Arabidopsis cell culture**

The promoter-luciferase assay in Arabidopsis MM2D culture cells. Data are mean  $\pm$  SD (n = 3). Asterisks indicate a significant difference compared to vector control (Student' s t-test, \*\*  $P < 0.01$ ).

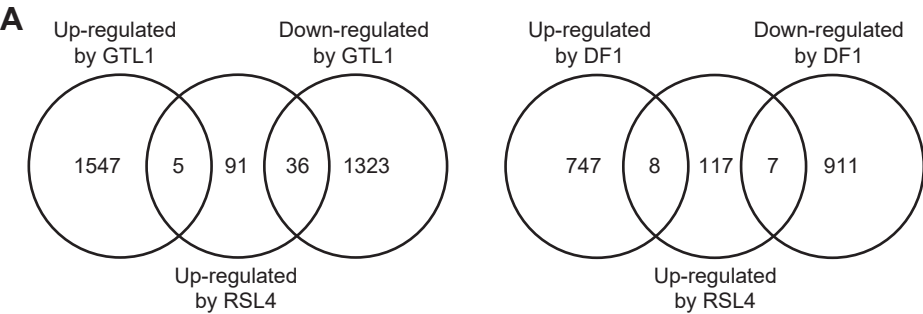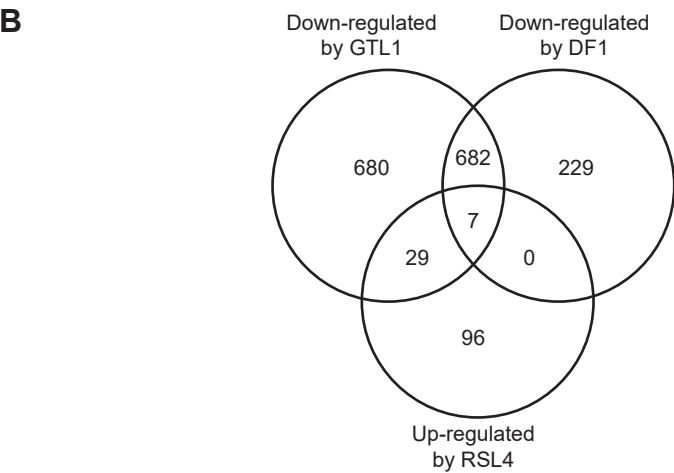

**C**

| Description                                 | p-value  |
|---------------------------------------------|----------|
| translation                                 | 8.30E-15 |
| cellular macromolecule biosynthetic process | 1.03E-14 |
| macromolecule biosynthetic process          | 1.03E-14 |
| cellular protein metabolic process          | 3.04E-14 |
| biosynthetic process                        | 1.09E-11 |
| cellular biosynthetic process               | 8.20E-11 |
| protein metabolic process                   | 8.20E-11 |
| cellular macromolecule metabolic process    | 2.57E-10 |
| gene expression                             | 1.96E-09 |
| cellular metabolic process                  | 3.94E-09 |
| metabolic process                           | 3.85E-08 |
| primary metabolic process                   | 4.80E-08 |
| macromolecule metabolic process             | 7.75E-08 |
| cellular process                            | 3.36E-07 |
| response to stimulus                        | 1.65E-03 |
| response to temperature stimulus            | 3.31E-03 |
| response to cold                            | 3.93E-03 |
| response to abiotic stimulus                | 1.75E-02 |
| response to chemical stimulus               | 3.14E-02 |
| signaling pathway                           | 4.83E-02 |
| response to stress                          | 4.83E-02 |
| carbohydrate biosynthetic process           | 4.83E-02 |

**Fig. S5. Genes commonly regulated by GTL1, DF1 and RSL4 in root hairs**

**(A)** Venn diagrams between 132 genes up-regulated by RSL4 and genes up- or down-regulated by GTL1 (left) and DF1 (right) in root hairs. GTL1-GFP and DF1-GFP expressing root hairs were isolated by cell sorting from *pEXP7:GTL1-GFP* and *pEXP7:DF1-GFP* seedlings, respectively. Root hairs in *gtl1-1 df1-1* were isolated by sorting GFP-expressing cells in *gtl1-1 df1-1* seedlings transformed with *pEXP7:NLS-GFP*. Genes up- or down-regulated by GTL1 include those differentially expressed more than 2-fold between *pEXP7:GTL1-GFP* and *gtl1-1 df1-1* root hairs with cut-off *P*-values of 0.05. Genes up- or down-regulated by DF1 include those differentially expressed more than 2-fold between *pEXP7:DF1-GFP* and *gtl1-1 df1-1* root hairs with cut-off *P*-values of 0.05. RSL4 induced genes include 84 genes identified in Yi et al. (2010), 29 genes identified in Vijayakumar et al. (2016) and 11 genes identified in Won et al. (2009). **(B)** Venn diagram analysis highlights 36 genes commonly regulated by GTL1 and RSL4, 7 of which are also regulated by DF1. **(C)** Gene Ontology terms over-represented among 689 genes commonly regulated by GTL1 and DF1.

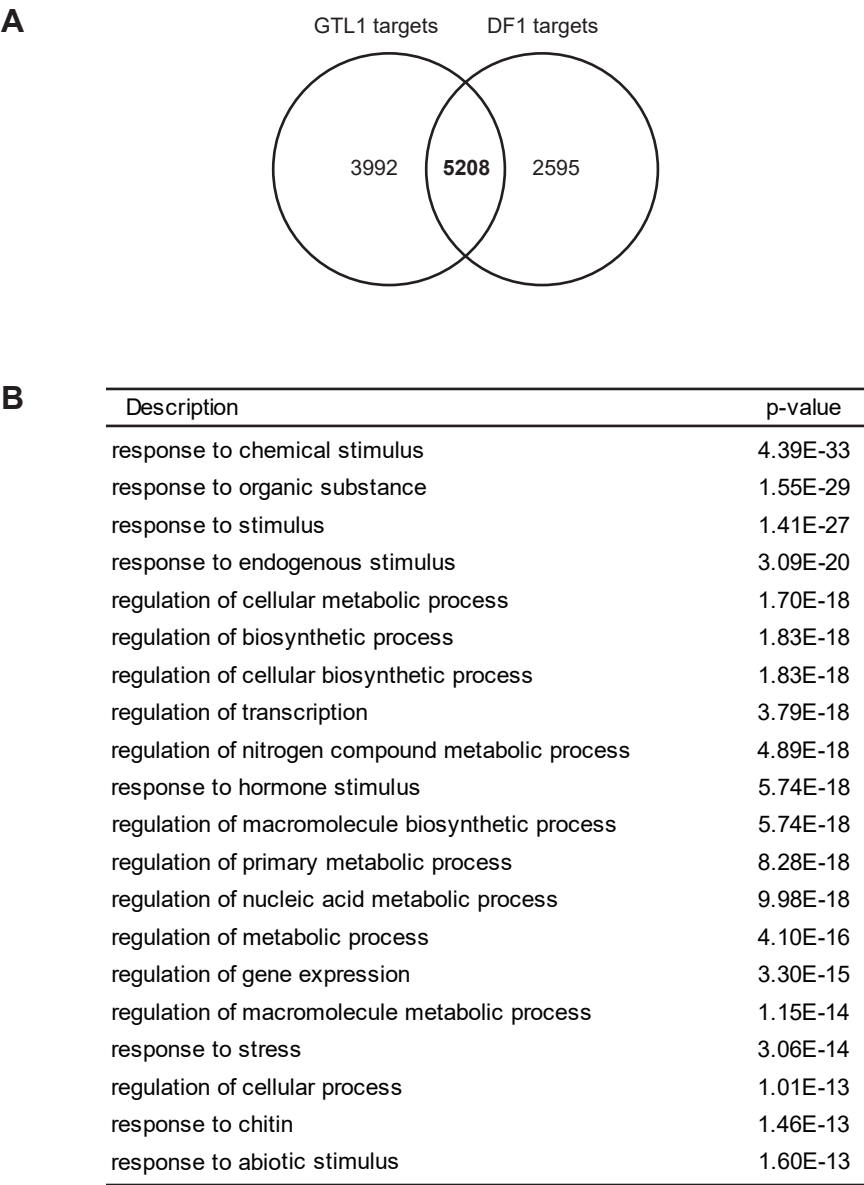

**Fig. S6. Genes directly bound by GTL1 and DF1 in Arabidopsis roots**

**(A)** Venn-diagram analysis of putative GTL1 and DF1 direct targets. Promoter binding of GTL1 and DF1 is based on ChIP-chip analysis using *pGTL1:GTL1-GFP* and *pDF1-DF1-GFP* roots with a cut-off Z-score of 1.5. **(B)** Gene Ontology terms over-represented among 5208 genes directly bound by GTL1 and DF1.

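The regions named here are those with the highest Z-scores among regions whose highest probe passed the threshold in every array of the factor, 57 regions for GTL1 and 255 for DF1. Positions are those in the files, whose genome build is not named, and the genes there were not analysed here. The highest for GTL1 lay on chromosome 1 from 18748415 to 18748621, with a log2 ratio of 2.16 ± 1.01 (SD, n = 4 arrays) at its highest probe and 1 of its 2 probes above the threshold. Its rank rests on GTL1 replicate 3. Its Z-score was 3.19, but 2.35 without that array, where the chromosome 4 region named next had 2.75. Without any other 1 GTL1 array it stayed the highest of the 5. After loess its 4.28 was below the 4.65 of a region on chromosome 5. In a region on chromosome 4 from 4989272 to 4989490 both probes passed, and the log2 ratio at the highest was 2.03 ± 0.39 (SD, n = 4). The highest for DF1 lay on chromosome 1 from 16561047 to 16567170, with a log2 ratio of 3.00 ± 0.54 (SD, n = 4) and 6 of 28 probes above the threshold. Its control channel was well above background on 1 array of 4. Its rank was not kept under every setting. After normexp background correction its Z-score was 3.57, against 5.59 for the region named next, while after loess it stayed the highest of the 5 (5.92). The next was on chromosome 5 from 5310935 to 5311646, at 2.71 ± 0.67 (SD, n = 4), with 1 of 5 probes above the threshold and a GTL1 Z-score of 1.73 at the same probe. Of the 5 highest regions per factor, 0 of the GTL1 probes passed 1.5 in DF1 and 2 of the DF1 probes passed it in GTL1. The control channel was well above background on all 4 arrays at 4 of the 5 GTL1 probes and 2 of the 5 DF1 probes. By the same rule turned to low ratios, chosen after the values were seen, 1289 regions for GTL1 and 1013 for DF1 held a lowest probe below -1.5 in every array. The lowest for GTL1 lay on chromosome 3 from 5728659 to 5731397, at -3.33 ± 0.43 (SD, n = 4), with 4 of 13 probes below -1.5 and a DF1 Z-score of -1.59 at the same probe. Over the 5 lowest GTL1 regions the DF1 Z-score ran from -3.73 to 1.71, and 3 of the 5 were below -1.5. The lowest for DF1 lay on chromosome 5 from 24083546 to 24083882, at -2.98 ± 0.76 (SD, n = 4), with all 3 probes below -1.5 and a GTL1 Z-score of -2.84 at the same probe. Its channel labelled ChIP was well above background on 2 of the 4 arrays. Over the 5 lowest DF1 regions the GTL1 Z-score ran from -2.84 to -0.89, and 2 of the 5 were below -1.5.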

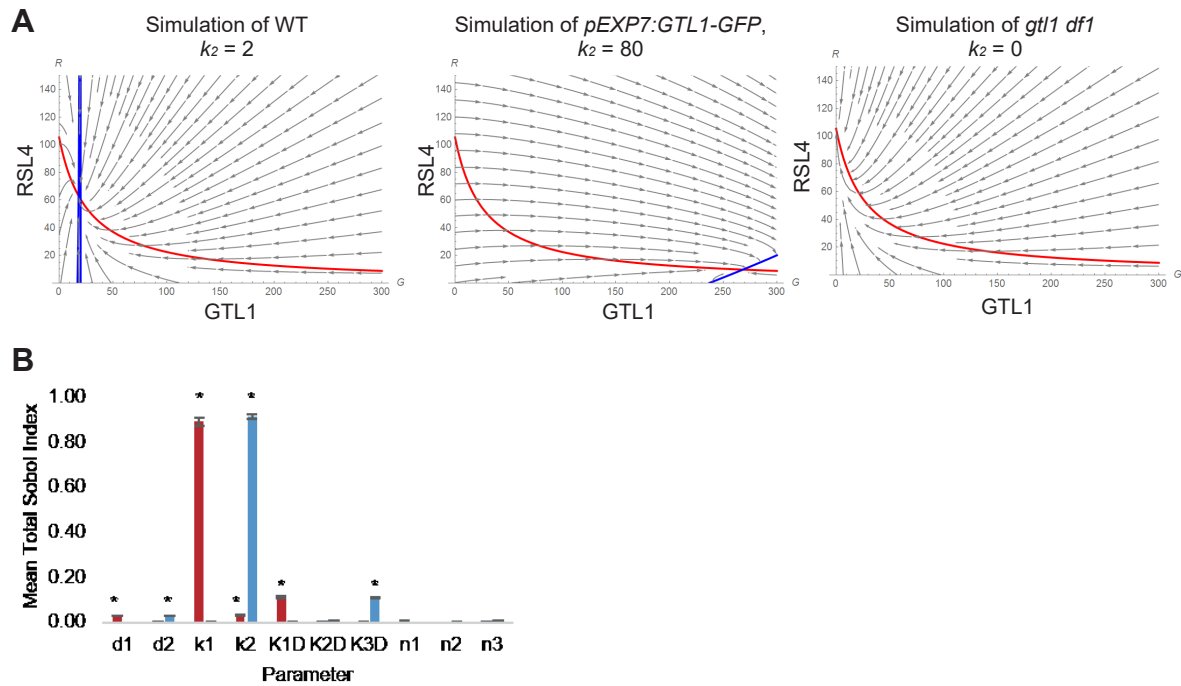

**Fig. S7. Sensitivity analysis and phase-plane analysis of mathematical model**

(A) Phase plane analysis of the mathematical model in WT (left), *pEXP7:GTL1-GFP* (center), and *gtl1-1 df1-1* mutant (right) cases. Red and blue lines represent the nullclines for the RSL4 and GTL1 equations, respectively. Grey arrows represent the vector field. In each phase plane, the nullclines intersect at one equilibrium point. The arrows point towards the equilibrium, showing that this is a stable steady state solution to the mathematical model. (B) Sensitivity analysis of parameters in the mathematical model. In each simulation, parameters were varied across 1000 randomly selected values. The total Sobol index was calculated for each parameter in each simulation. Red and blue bars represent the indices for the RSL4 and GTL1 equations, respectively. Error bars represent SEM ( $n = 10$  simulations). Asterisks denote parameters that have a significantly higher total Sobol index (Wilcoxon with Steel-Dwass,  $\alpha = 0.05$ ).

Table S1. A list of genes transcriptionally regulated by GTL1 and DF1 in Arabidopsis root hairs

[Click here to Download Table S1](#)

Table S2. A list of genes directly bound by GTL1 and DF1 in Arabidopsis roots

[Click here to Download Table S2](#)

Table S3. Effects of edge threshold on precision of inferred GRN

Precision of network given a different maximum number of edges. The threshold was used to select the maximum number of edges. The threshold with the highest precision was used in the gene regulatory network pipeline.

| Threshold                                          | Total number of edges | Number of edges from GTL1 | Number of edges from DF1 | True positives (TP) | False positives (FP) | Precision (TP/(TP+FP)) |
|----------------------------------------------------|-----------------------|---------------------------|--------------------------|---------------------|----------------------|------------------------|
| $\text{floor}(1.85 \times \text{number of genes})$ | 66                    | 32                        | 5                        | 12                  | 25                   | 0.324324324            |
| $\text{floor}(1.8 \times \text{number of genes})$  | 64                    | 32                        | 3                        | 12                  | 23                   | 0.342857143            |
| $\text{floor}(1.75 \times \text{number of genes})$ | 63                    | 32                        | 2                        | 12                  | 22                   | 0.352941176            |
| $\text{floor}(1.7 \times \text{number of genes})$  | 61                    | 32                        | 1                        | 12                  | 21                   | 0.363636364            |
| $\text{floor}(1.65 \times \text{number of genes})$ | 59                    | 30                        | 1                        | 12                  | 19                   | 0.387096774            |
| $\text{floor}(1.6 \times \text{number of genes})$  | 57                    | 28                        | 1                        | 11                  | 18                   | 0.379310345            |
| $\text{floor}(1.55 \times \text{number of genes})$ | 55                    | 28                        | 0                        | 10                  | 18                   | 0.357142857            |

Table S4. Parameter values used in the model

Parameter values and initial conditions used in model simulations. The parameters given are for the wild type condition. For GTL1 overexpression and mutants, the only parameter value changed was  $k_2$ .

| Parameter | Biological meaning                                      | Value                          |
|-----------|---------------------------------------------------------|--------------------------------|
| $d_1$     | Degradation rate of RSL4                                | 0.095 time units <sup>-1</sup> |
| $d_2$     | Degradation rate of GTL1                                | 0.1 time units <sup>-1</sup>   |
| $k_1$     | Production rate of RSL4                                 | 10 time units <sup>-1</sup>    |
| $k_2$     | Production rate of GTL1                                 | 2 time units <sup>-1</sup>     |
| $K_{1D}$  | Dissociation constant for GTL1 binding RSL4 promoter    | 27 concentration units         |
| $K_{2D}$  | Dissociation constant for RSL4 binding GTL1 promoter    | 100 concentration units        |
| $K_{3D}$  | Dissociation constant for GTL1 binding its own promoter | 100 concentration units        |
| $n_1$     | Oligomeric state of GTL1 when it binds RSL4 promoter    | 1 (unitless)                   |
| $n_2$     | Oligomeric state of RSL4 when it binds GTL1 promoter    | 1 (unitless)                   |
| $n_3$     | Oligomeric state of GTL1 when it binds its own promoter | 1 (unitless)                   |

Table S5. A list of primers used in this study

| name                   | seq                                          | note                                             | reference            |
|------------------------|----------------------------------------------|--------------------------------------------------|----------------------|
| WF627-F1               | TTCTCGTCTCATAGTCATCG                         | For genotyping of <i>gtl1-1</i>                  | Breuer et al 2009    |
| WF627-R1               | TGGCCATCTTGATGATGATGG                        |                                                  | Breuer et al 2009    |
| DF1_258-F1             | TGCTGATTGATCCACTTCTCA                        | For genotyping of <i>dfl-1</i>                   |                      |
| DF1_258-R5             | GAGATGTTTGGAAACGAAGGTAC                      |                                                  |                      |
| rs14-1 homozygote F    | GAAAGCTTCGGTCACAAAGTGTAAA                    | For genotyping of <i>rs14-1</i>                  | Yi et al 2010        |
| rs14-1 LB R            | TTGTAAGCCAATGGTGCGTACAT                      |                                                  | Yi et al 2010        |
| JIC-RB1                | CCGAACAAAAATACCGGTTC                         |                                                  |                      |
| Wis1                   | AACGTCCGCAATGTGTTATTAAGTTGTC                 | For T-DNA of Wisconsin lines                     |                      |
| LBa1                   | TGGTTCACGTAGTGGGCCATCG                       | For T-DNA of SALK lines                          |                      |
| wind farm promoter F   | CACCCACCTTCTTCTTCTTCTTACCTTC                 | For cloning of <i>GTL1</i> from promoter to stop |                      |
| AT1G33240lost TAA      | CTGAACCATTTGTCAGAAAGGTGG                     |                                                  |                      |
| DF1p FW cacc           | CACCGACTTCCATCTAACCCTTTCCTTCC                | For cloning of <i>DF1</i> from promoter to stop  |                      |
| DF1 stop R without TAA | CAGATTATTCGTCGTCTTGTGTTG                     |                                                  |                      |
| GTL1-627F2             | ATGGAATTGTTTGAAGGTTTGG                       | For qPCR of <i>GTL1</i>                          | Breuer et al 2009    |
| GTL1-627R2             | GACATGACCTCGTGTCTCC                          |                                                  | Breuer et al 2009    |
| DF1F5KN                | GACATGGGAATAGCGTTTCG                         | For qPCR of <i>DF1</i>                           |                      |
| DF1R4KN                | TCGGCATAACTGTCTGTTACC                        |                                                  |                      |
| RSL1_FWD               | TCGTACCCTACTCGGCTTCTT                        | For qPCR of <i>RSL1</i>                          | Rymen et al 2017     |
| RSL1_REV               | CAATAACGGCCTTTCACGGGAGA                      |                                                  | Rymen et al 2017     |
| RSL2_FWD               | CTCGTCCCCAATGGAACAAAGGTC                     | For qPCR of <i>RSL2</i>                          | Rymen et al 2017     |
| RSL2_REV               | GCAATCGGCGCATACATCCATAGA                     |                                                  | Rymen et al 2017     |
| RSL3_FWD               | TCGTCCCTAATGGAACAAAGGTTG                     | For qPCR of <i>RSL3</i>                          | Rymen et al 2017     |
| RSL3_REV               | GGCCAATGTCCATTCCGTTGTAAG                     |                                                  | Rymen et al 2017     |
| qRSL4-F                | AGGCAAACTAGAGCCACCA                          | For qPCR of <i>RSL4</i>                          |                      |
| qRSL4-R                | ATCGACTTTTGTCCCGTTTG                         |                                                  |                      |
| qRHD6-F                | TCACGAGAGCTTTCCTCCTC                         | For qPCR of <i>RHD6</i>                          |                      |
| qRHD6-R                | TGAAGCGTAGCTCATGTTG                          |                                                  |                      |
| qIPS2-F                | GAGCGATGAAGATTGCATGA                         | For qPCR of <i>IPS2</i>                          |                      |
| qIPS2-R                | CCGGAACAAAGTAAACACG                          |                                                  |                      |
| UBQ10-F                | GAAGTGGAAGCTCCGACAC                          | For qPCR of <i>UBQ10</i>                         | Shibata et al 2013   |
| UBQ10-R                | TTAGAAACCACCACGAAGACG                        |                                                  | Shibata et al 2013   |
| RSL4-0-F               | TGGAGTCTCTTGGGGATG                           | For ChIP-qPCR of <i>RSL4</i> promoter            |                      |
| RSL-0-R                | GGAGCAAGAAAGCATGATGA                         |                                                  |                      |
| RSL4-500-F             | TTCACCGCTTCTTGTGTG                           | For ChIP-qPCR of <i>RSL4</i> promoter            |                      |
| RSL4-500-R             | ACAGGCTTGTCTTCACG                            |                                                  |                      |
| RSL4-1000-F            | TGTTGAATTCGCCTTATTGTC                        | For ChIP-qPCR of <i>RSL4</i> promoter            |                      |
| RSL4-1000-R            | TTCTGTTTTCATGTGTAAAGTG                       |                                                  |                      |
| RSL4-1500-F            | ATGTACCGTAACCCGTCCTC                         | For ChIP-qPCR of <i>RSL4</i> promoter            |                      |
| RSL4-1500-R            | GACGGCACAGAACAGAGTTG                         |                                                  |                      |
| TA3-FW                 | CTGCGTGGAAGTCTGTCAAA                         | For ChIP-qPCR of <i>TA3</i>                      | Yamaguchi et al 2014 |
| TA3-RV                 | CTATGCCACAGGGCAGTTTT                         |                                                  | Yamaguchi et al 2014 |
| NcoI WFP1.8 FW         | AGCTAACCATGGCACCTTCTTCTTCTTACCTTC            | For Luc assay of <i>GTL1</i> promoter            |                      |
| 5'UTR RV+NotI          | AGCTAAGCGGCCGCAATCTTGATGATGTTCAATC           |                                                  |                      |
| SacII RSL4pro Fw       | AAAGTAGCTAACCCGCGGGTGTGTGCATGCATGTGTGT       | For Luc assay of <i>RSL4</i> promoter            | Rymen et al 2017     |
| BamHI RSL4pro RV       | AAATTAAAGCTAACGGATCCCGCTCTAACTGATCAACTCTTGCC |                                                  | Rymen et al 2017     |
| SmaI-GTL1start-F       | TAATTCGCGGATGGAGCAAGGAGGAGGTG                | For Luc assay of <i>GTL1</i> coding region       |                      |
| SmaI-GTL1stop-R        | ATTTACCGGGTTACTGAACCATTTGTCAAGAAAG           |                                                  |                      |

How the deposited data were processed for this re-analysis (not part of the article)

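ChIP-chip was measured on 8 two-colour Agilent promoter arrays, 4 for GTL1-GFP and 4 for DF1-GFP, from 5-day-old Arabidopsis roots. Arrays were assigned to a factor, a replicate number and a dye by their labels. The number of biological replicates is 3 in the paper and 2, with a dye swap, in the labels. The labels do not say which arrays share extracts, and arrays 1 and 3 carry ChIP DNA in Cy5, so 2 pairings are possible. Within each factor, arrays 1 and 2 and arrays 3 and 4 correlated most on the processed signals. That argues for the pairing of 1 with 2 and 3 with 4, more clearly in DF1 than in GTL1. After normexp the order was not kept for DF1 replicates 1 and 2. The labels name roots for the Cy3 channel and root tips for the Cy5 channel of every array, where the paper names roots, and the tissue in each channel is not settled.

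The authors deposited spot intensities of each array from Feature Extraction 9.5.3.1, background-subtracted with spatial and multiplicative detrending and dye-normalized by a linear method. A surrogate value stands in the intensity where a signal was not above background. The authors also deposited a table of log2 ratios, which equal the log2 ratios of these intensities, without centring and with the sign opposite to the dyes in the labels on all 8 arrays. The labels set the direction here, and results are also given in the deposited direction.

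From the intensities, log2 ratios of the channel labelled ChIP over the channel labelled control were computed in R 4.3.3 with data.table 1.17.8 and limma 3.58.1. Control spots (5528 per array) and 555 spots with an outlier flag on any array were left out, spots of 1 probe were averaged, and each array was centred on its median. The Z-score of a probe is its mean over 4 arrays minus the mean over all 237023 probes, divided by their SD. A region was called when at least 1 probe passed 1.5. The later steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

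The plan made before the data were examined was to assign probes to promoters of genes. The files give no gene names and no build. The gene table used is of TAIR10.1. Probes of a promoter array lie mostly outside genes, and in 12 of 27 windows of 3000000 bp the fewest probes lay in genes only after a shift of over 1000 bp, up to 17240 bp. In those windows 56.4% of probes lay in genes of the table as given, against 32.3% in the others. The table is therefore of another build than the files. Probes were not assigned to genes, and results for single genes, for the genes of Table 1 and for the transgenes were not analysed here. Tiled regions, parted where probe starts are more than 500 bp apart, took their place. That gap was chosen after the files were seen.

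limma's lmFit and eBayes were fitted to averages of dye-swapped arrays, for both factors in 1 fit, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05 under both pairings. The fit was tested on simulated data of 237023 probes, 200 of them raised by 2 (log2) in GTL1. With the spread between replicates drawn from the distribution limma fitted to the arrays, it recovered 79% under the pairing of 1 with 2 and 3 with 4, and 100% under the other. For the difference between GTL1 and DF1 it recovered 21.8% and 100%. With each probe's own estimated spread it recovered 0% under either. The first version of this simulation used the probes' own spread, and the fitted distribution was taken up after it recovered none under the first pairing.

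The region a text names was set beforehand as the 5 genes per factor with the highest Z among those above 1.5 in each array, applied here to regions. The 5 lowest regions were added after the values were seen. The 6-base word GGTAAA, the GT3 box, was counted in the 60-base probes on either strand, since no genome sequence was used here, and compared within bins of GC content. Alternatives were normexp with an offset of 50, loess, the deposited ratios, a filter on dim probes, median and MAD, a threshold of 2.0, neighbouring probes, single arrays, pairs of arrays and leaving out each array. The number of arrays limits the precision of every value. Slides and scan dates could not serve as a block, since each array had its own scan and neither of the 2 scan dates held both factors.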

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

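The splits of extracts, the array measures compared by Dixon's rule and the choice of low regions in this part came after the data were seen. Dixon's rule was applied to 42 groups of 4 arrays and set 4 arrays apart, where chance gives about 1 in 20.

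On DF1 replicate 1, 82.8% of spots were well above background in the channel labelled ChIP, against 93.0% to 94.7% on the other 3 DF1 arrays. GTL1 arrays ranged from 56.7% to 87.6%. In the GTL1 region on chromosome 4 from 4989272 to 4989490, the log2 ratio was 1.45 on replicate 1 and 2.18 to 2.29 on the others. In the DF1 region on chromosome 1 from 16561047 to 16567170 it was 2.20 on replicate 4 and 3.20 to 3.35 on the others. The control channel was well above background on only 1 of the 4 arrays there, so these ratios rest on dim control signal and the call on replicate 4 says little. In the DF1 region on chromosome 2 from 13707735 to 13711256 it was -1.63 on replicate 4 and -2.98 to -2.84 on the others. The channel labelled ChIP was well above background at that probe on only 3 of the 4 arrays. No biological explanation was tested for single arrays.

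GTL1 and DF1 ratios differed at 110 probes in limma's contrast, 5 higher and 105 lower in GTL1 in the channel labelled ChIP. Under the pairing of 1 with 2 and 3 with 4 the test recovered 21.8% of simulated differences of 2 (log2), so at the simulated spread it misses most differences of that size. The labels give 2 extracts per factor, so 4 extracts make 3 splits into 2 and 2 under either pairing. The real split was the only 1 of the 3 with as many differing probes under each pairing. It had 110 and 66835, against 1 or 0 in the other splits, where 156 to 14121 probes had an unadjusted p under 0.05 in limma. With 3 splits chance cannot be excluded. If arrays 1 and 2 share an extract, the pairing that gave 66835 averages over the spread between extracts, and its count says little. With the 8 arrays taken as replicates in a fit with a dye term, 2775 probes differed, but arrays of 1 extract are not independent. In that fit the count fell to 0 without any 1 GTL1 array, where 36562 to 47857 probes had an unadjusted p under 0.05. Scan date and factor cannot be told apart, since neither of the 2 dates holds both factors. A difference between the scan batches, chance and a difference in binding all stay open.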

How the results depend on the processing

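Chosen only after the data were seen were tiled regions in place of genes, the 300 and 1000 bp gaps, the direction of the deposited ratios and the removal of surrogate values. The other alternatives were chosen before the data were examined. Causes of the changes below were not tested unless stated.

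Counts of regions called at 1.5 (6704 for GTL1, 7374 for DF1, 2742 common, 37.2% of the DF1 regions) moved by more than 1.5 times under many settings. With median and MAD, GTL1 had 2302 regions and 867 were common, 13.8% of the DF1 regions. Above a Z of 2.0 there were 469, 2458 and 101, with a share of 4.11%. With the mean of 3 neighbouring probes there were 3811, 4132 and 1752. With 2 neighbouring probes above the threshold there were 1034, 1718 and 211, with a share of 12.3%. In each of the 4 arrays there were 60, 267 and 2, with a share of 0.75%. With only probes well above background on all arrays, DF1 had 4266 regions and 1196 were common, where fewer probes were tested.

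Pairs of arrays gave 11625 GTL1 regions and 4717 common for arrays 3 and 4 (50.7%), 1873 and 694 for arrays 1 and 4 (11.0%), and 4723 common for arrays 2 and 3 (57.3%). With 1 array left out, GTL1 counts ran from 3073 (without GTL1 replicate 3) to 11236 (without GTL1 replicate 1), DF1 counts from 7812 to 8187, common counts from 1365 to 4377 and the share from 18.5% to 59.4%, the ends of both ranges without the same 2 GTL1 arrays. Without any 1 DF1 array, 5373 to 5626 of the 7374 DF1 regions were kept. The direction of the deposited ratios gave 4311 common regions and 64.1%, and 352 of the 2742 regions were among them. Removing probes with surrogate values in both channels on any array gave 8767, 7023 and 3082 regions.

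limma's test called 2648 probes for GTL1 and 1276 for DF1 as higher in the channel labelled ChIP, and 110 as differing between the factors. The pairing of 1 with 2 and 3 with 4 alone gave the same counts. The pairing of 1 with 4 and 2 with 3 gave 68609, 51325 and 66835. If arrays 1 and 2 share an extract, that second pairing averages both extracts into each replicate, which hides the spread between them and inflates its counts. The 8 arrays as replicates with a dye term gave 38614, 9489 and 2775. normexp gave 25675, 2 and 0, and 29045 probes differed at an unadjusted p under 0.05. loess gave 0, 0 and 0, with 39673, 39857 and 15599 at an unadjusted p under 0.05. Probes well above background gave 5981 for GTL1 and 706 for DF1. Without surrogate pairs GTL1 had 5067 and the difference 298. With 1 array left out, in the fit with a dye term that gave 38614, 9489 and 2775 over all arrays, GTL1 ranged from 5457 to 32406 without 1 GTL1 array and from 39598 to 41533 without 1 DF1 array, DF1 from 6703 to 9733 without any 1 of the 8 arrays, and the difference from 0 to 8923 likewise. The difference in that fit was 0 without any 1 GTL1 array and 8923 without DF1 replicate 1. Of the higher and lower calls for DF1, 1276 were higher and 4210 lower, against 2 and 58 after normexp. For GTL1 they were 2648 and 15516, against 25675 and 32162 after normexp and 5981 and 9841 on probes well above background.

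With the replicate number as a block, limma called 0 differing probes, and 50268 had an unadjusted p under 0.05. Same-numbered arrays of the factors did not deviate together (r of deviations -0.20, 0.03, -0.07 and 0.14), so they share only a number.

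The GT3 box difference stayed negative in both factors after loess. The 20 named regions were chosen because their probe passed the threshold in every array, so the other settings say little of their stability, and the filter on dim probes left out the probe of 10 of them. Not run were the promoter lengths, the counts over Table 1, the binding at named genes and the GT3 box in the sequence around the probes, which need gene positions or a genome, and a batch block. Dim spots limit what the ratios show, as 52.9% of probes were well above background in both channels on all arrays.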

Differences from the paper's values

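The paper's value for the share of DF1 targets also bound by GTL1 is 66.7%, counted over genes, and the share over tiled regions was 37.2%. The units differ, since probes were not assigned to genes. Among the alternatives set before the data were examined, the share came within 1.5 times the paper's or within the spread of leaving out 1 array (12.3 percentage points) with loess within each array (44.6%), without GTL1 replicate 1 (59.4%), without GTL1 replicate 2 (46.1%), for arrays 3 and 4 alone (50.7%) and for arrays 2 and 3 alone (57.3%). It did not with normexp (40.9%), the deposited ratios turned by the labels (37.2%), probes well above background (28.0%), median and MAD (13.8%), a Z above 2.0 (4.11%), 3 neighbouring probes averaged (42.4%), 2 neighbouring probes (12.3%), each of the 4 arrays (0.75%), or arrays 1 and 2 (28.0%) or 1 and 4 (11.0%) alone. Nor did it without GTL1 replicate 3 (18.5%), without GTL1 replicate 4 (29.6%) or without any 1 DF1 array (31.1% to 40.2%). The direction of the deposited ratios, chosen after seeing the values, gave 64.1%, and leaving out surrogate pairs, also chosen after seeing them, gave 43.9%. Regions parted at gaps over 300 bp gave 31.2% and over 1000 bp 43.9%, both chosen after the files were seen. Outside these alternatives, the trend on GC content taken out, run as a test of the overlap, gave 44.7%, which is within 1.5 times the paper's share. So did 5 of 12 pairs of arrays crossed between the factors, run after the values were seen. These were GTL1 arrays 3 and 4 with DF1 arrays 1 and 2 (70.5%), 1 and 4 (55.6%) and 2 and 3 (62.0%), and GTL1 arrays 2 and 3 with DF1 arrays 1 and 2 (65.3%) and 1 and 4 (50.4%). The other 7 crossed pairs gave 8.81% to 43.7%. More GTL1 regions raise the share by chance, so a share near the paper's need not exceed chance. With arrays 3 and 4 alone (11625 GTL1 regions) the overlap was 1.00 times that of independent sets with the same number of probes. It was 1.40 times with arrays 2 and 3, 1.42 after loess and 1.14 to 1.58 in the 5 crossed pairs named. Without GTL1 replicate 1 (11236 GTL1 regions) this was not computed.

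The paper finds more targets for GTL1 than for DF1. More regions were called for DF1 (7374) than for GTL1 (6704). Among the alternatives set before the data were examined, GTL1 had more with only probes well above background (4748 against 4266), for arrays 3 and 4 (11625 against 9295) and 2 and 3 (9959 against 8240) alone, without GTL1 replicate 1 (11236 against 7374) and without GTL1 replicate 2 (8244 against 7374). Among those chosen after seeing the values, it had more without surrogate pairs (8767 against 7023) and in the deposited direction (7063 against 6727). With pairs of arrays crossed between the factors, also run after the values were seen, GTL1 arrays 3 and 4 (11625) and 2 and 3 (9959) had more than any pair of DF1 arrays (6282 to 9295), and GTL1 arrays 1 and 2 (4689) and 1 and 4 (1873) had fewer than any. DF1 had more under the other settings run.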

Other observations

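In this part, the tests on the correlation of DF1 arrays, the direction of the ratios, tiling density and surrogate values were chosen after the results were seen. For the tail and shuffling tests, what they would show was written beforehand, but the exact limits (counts within 1.5 times of each other, and counts below all shuffles) were set after the counts were seen.

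A GTL1 probe below -1.5 was found in 7063 regions, about as many as the 6704 with a probe above 1.5, as the tails of a symmetric distribution would give. Over single probes the tails were not equal, with 18575 GTL1 probes below -1.5 and 10217 above 1.5. High GTL1 ratios thus did not exceed low ones by either count. For DF1 the counts went opposite ways. A DF1 probe above 1.5 was found in 7374 regions and one below -1.5 in 6727, but 11705 DF1 probes lay above 1.5 and 18153 below -1.5. Shuffled GTL1 values gave 7636 regions, more than the 6704 called, so high probes cluster in fewer regions. Turning 2 of the 4 arrays against the other 2, which cancels a ChIP effect, gave 1723 to 10459 GTL1 regions and 7541 to 10277 DF1 regions. With the labelled direction included, 4 of 7 ways gave as many GTL1 regions as the labels and 7 of 7 as many DF1 regions. A Z-score is scaled by the spread of the values, so a threshold on it calls regions in any direction, and with 7 ways chance cannot be excluded. The SD of the mean log2 ratio was 0.69 in the labelled direction for GTL1 and 0.19 to 0.33 with arrays turned, and 0.56 and 0.13 to 0.45 for DF1.

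The GTL1 Z-scores pile up just under the threshold, with 14643 probes from 1.3 to 1.5. Surrogate values in both channels on at least 3 GTL1 arrays were present at 48.3% of these probes and at 7.31% of all probes. The ratio of a surrogate pair had an SD of 0.00 to 0.13 within an array and a mean of 0.13 to 1.73 above the array's median, so it lies on the side of the channel labelled ChIP on all 8 arrays. Surrogate pairs are a candidate source of the pile-up. They do not account for most calls: 6073 of 6704 GTL1 regions and 6264 of 7374 DF1 regions hold a probe above 1.5 without a surrogate pair on any array of the factor. Of probes below -1.5, 0.23% for GTL1 and 0.09% for DF1 had such a pair. Surrogates in the channel labelled ChIP alone are not in these shares, and their part in the low ratios was not tested. On GTL1 replicate 4, 43.1% of spots had a surrogate in that channel, 12.1% in the control channel and 12.1% in both. On DF1 replicate 4 the control channel had more, 9.37% against 6.97%.

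The deposited log2 ratios run against the dyes in the labels on all 8 arrays, and an exchange of the channels in the labels was weighed. Probes with the GT3 box, the motif the paper names for GTL1, had a lower Z-score than probes without it by a difference of -0.06 for GTL1 and -0.08 for DF1, in 8 of 8 arrays. Its rank from the highest was 1545 of 2053 words for GTL1 and 1769 for DF1, so the motif is not among the most extreme words in either direction and the test leaves the direction open. The lowest word in both factors was CACGTG, at -0.51 and -0.40. Reproducible extremes lay mostly on the low side. In every GTL1 array 1289 regions were below -1.5 against 57 above 1.5, and for DF1 1013 against 255. Surrogates in the channel labelled ChIP alone were not tested as a source of this excess. Some values go with the deposited direction, without a test on known bound sites. There the overlap exceeded independent sets with the same number of probes 1.70 times, against 1.33 in the labelled direction. The share was 64.1% there, near the paper's 66.7%, which is counted over genes. The directions of binding and of the labels are therefore not settled, and the regions called in the labelled direction may be those with less ChIP DNA.

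DF1 replicates 1 and 2 correlated with DF1 replicates 3 and 4 at a median r of 0.20 over probes, against 0.53 for the same pairs of GTL1. The median for DF1 was 0.23 after loess, 0.20 with the trend on GC content taken out and 0.21 over probes well above background, so none of these accounts for the low value. After normexp it was 0.20, but there DF1 replicates 1 and 2 correlated with each other at only 0.27, so their correlation depends on the background correction. A swap with a GTL1 array would leave a GTL1 array close to DF1 replicates 3 and 4, and the highest r of any was 0.22. DF1 replicates 1 and 2 correlated with the GTL1 arrays at 0.36 to 0.67, more than with DF1 replicates 3 and 4, which correlated with the GTL1 arrays at 0.08 to 0.22. A difference between biological replicates, and a wrong label on either pair of DF1 arrays without an exchange with GTL1, stay open. No biological explanation was tested.

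The common regions exceed those of independent sets with the same number of probes 1.33 times, and 1.41 times with the trend on GC content taken out, so GC content shared by the arrays does not account for the overlap. The excess depended on the DF1 arrays, a comparison made after the values were seen: over the 4 pairs of GTL1 arrays that balance the dyes it was 1.43 to 1.60 times with DF1 arrays 1 and 2 and 1.00 to 1.23 times with DF1 arrays 3 and 4. A control sample shared by the factors stays open. Simulated arrays without binding and with a common control exceeded independent sets 1.42 times and shared 46.2% of DF1 regions, above the observed 37.2%. The simulated sets held fewer regions than those called, so these shares are not at equal sizes. In the deposited direction the order was the other way, with 1.70 times observed, against at most 1.31 times in 20 simulations. The simulation gives ChIP and control equal spread, and no other spread was tried.

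Ratios in the channel labelled ChIP tended weakly to be higher where the array was sparsely tiled. Over 1152 windows of 100000 bp, which are not independent, Spearman's rho with the number of probes was -0.18 for GTL1 and -0.28 for DF1. Sparse windows varied widely, with a GTL1 mean log2 ratio of 0.20 and an SD of 0.54 over the 115 sparsest windows, against -0.03 and 0.29 over the others, and many of them were low. For DF1 it was -0.24 with the trend on GC content taken out and -0.26 after loess, so neither trend accounts for it. No biological explanation was tested.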
